# MICU1 regulation of mitochondrial Ca^2+^ uptake dictates survival and tissue regeneration

**DOI:** 10.1038/ncomms10955

**Published:** 2016-03-09

**Authors:** Anil Noronha Antony, Melanie Paillard, Cynthia Moffat, Egle Juskeviciute, Jason Correnti, Brad Bolon, Emanuel Rubin, György Csordás, Erin L. Seifert, Jan B. Hoek, György Hajnóczky

## Abstract

Mitochondrial Ca^2+^ uptake through the recently discovered Mitochondrial Calcium Uniporter (MCU) is controlled by its gatekeeper Mitochondrial Calcium Uptake 1 (MICU1). However, the physiological and pathological role of MICU1 remains unclear. Here we show that MICU1 is vital for adaptation to postnatal life and for tissue repair after injury. MICU1 knockout is perinatally lethal in mice without causing gross anatomical defects. We used liver regeneration after partial hepatectomy as a physiological stress response model. Upon MICU1 loss, early priming is unaffected, but the pro-inflammatory phase does not resolve and liver regeneration fails, with impaired cell cycle entry and extensive necrosis. Ca^2+^ overload-induced mitochondrial permeability transition pore (PTP) opening is accelerated in MICU1-deficient hepatocytes. PTP inhibition prevents necrosis and rescues regeneration. Thus, our study identifies an unanticipated dependence of liver regeneration on MICU1 and highlights the importance of regulating MCU under stress conditions when the risk of Ca^2+^ overload is elevated.

## Abstract (web summary)

Mitochondrial calcium uptake is a highly regulated process, and calcium overload can lead to cell death. Here, using knockout mouse model, the authors show that the mitochondrial calcium uniporter (MCU) regulator MICU1 is needed to prevent calcium overload and promotes survival under liver regeneration and postnatal adaptation-associated stress.

Mitochondrial Ca^2+^ uptake relays cytoplasmic Ca^2+^ signals to the mitochondrial matrix to control vital functions like ATP production but can also overload mitochondria with Ca^2+^ to promote cell death^1^,^2^. Thus, mitochondrial Ca^2+^ uptake needs to be tightly regulated. Ca^2+^ uptake through the outer membrane occurs through the voltage-dependent anion selective channel (VDACs) and across the inner membrane is mediated by a long sought channel, the uniporter^3^,^4^. Recently, essential components of the uniporter have been identified, including the pore-forming subunit, Mitochondrial Calcium Uniporter (MCU)^5^,^6^,^7^ and its Ca^2+^-sensing regulators, MICU1 (refs 8, 9, 10, 11) and MICU2 (refs 12, 13, 14). More precisely, MICU1 has been demonstrated to be a gatekeeper, which is required to close MCU at low cytoplasmic [Ca^2+^] ([Ca^2+^]_c_) and facilitates its activation at high [Ca^2+^]_c_ (ref. 8). Interestingly, a loss-of-function mutation of MICU1 has been recently linked to human disease through alterations in mitochondrial Ca^2+^ handling^15^. Although mitochondrial Ca^2+^ uptake regulation by MICU1 has been well studied in cell culture models^8^,^9^,^12^,^13^, its physiological and pathological role remains unclear.

Previously, MCU was ablated in whole-body knockout mice, which died at around e11.5–13.5 days on a C57BL/6 background and were viable when maintained on a mixed background^16^. In the latter model, and also in cardiac-specific conditional MCU knockout mice^17^,^18^, basal organ functions were maintained and impairments were observed only in the physiological adaptation of skeletal muscle to exercise^16^. Furthermore, the conditional MCU-deficient heart displayed increased resistance to ischaemia-reperfusion injury^17^,^18^. Although, the currently available results do not provide a coherent picture on the physiological relevance of MCU, at least some laboratory mouse strains seem to be able to cope with the loss of mitochondrial Ca^2+^ uptake and show functional impairment only when adaptation is needed to meet an abrupt increase in tissue energy needs. Also, MCU-mediated Ca^2+^ uptake appears to play a pathophysiological role in ischaemia-reperfusion-induced tissue injury. Thus, it is of interest to determine the *in vivo* role of MICU1, which in cultured cells can both suppress and enhance MCU-mediated Ca^2+^ uptake dependent on [Ca^2+^]_c_. In this regard, the liver is an organ of particular interest because [Ca^2+^]_c_ signals are central to stimulation of metabolism as well as for stress responses, and both decoding of [Ca^2+^]_c_ oscillations by mitochondria and protection of mitochondria from calcium overload depend on MICU1 in isolated hepatocytes^8^,^19^.

In this study, we find that whole-body knockout of MICU1 is lethal in the first hours after birth. Indeed, embryos antepartum are at the expected Mendelian ratio but MICU1^−/−^ pups display failure of basic vital functions after birth. To further evaluate the role of MICU1 *in vivo* in a physiological stress response model, liver regeneration following partial hepatectomy (PHx) was studied in mice with a liver-specific MICU1 deletion. Here we show that MICU1 is required for liver regeneration as MICU1 loss leads to an enhanced and sustained pro-inflammatory response post PHx with a failure of hepatocytes to enter the cell cycle and large-scale hepatic necrosis. We demonstrate that Ca^2+^ overload-induced mitochondrial permeability transition pore (PTP) opening is sensitized in MICU1-deficient hepatocytes and that PTP inhibition is sufficient to rescue liver regeneration. Therefore, our data in MICU1-deficient mice reveal that the tight Ca^2+^-dependent control of mitochondrial Ca^2+^ uptake is essential for survival under acute stress conditions and to allow a well-integrated tissue repair response, thus highlighting the critical role of MICU1 in physiological and pathological conditions.

## Results

### MICU1 requirement for transition to *ex utero* life

MICU1 silencing causes dysregulation of mitochondrial Ca^2+^ uptake in cultured cells^8^,^9^,^10^, and loss-of-function mutations in humans have been linked to neuromuscular disease^15^. The emerging link between MICU1 and human disease emphasizes the need to study MICU1 function *in vivo*^20^. We generated heterozygote MICU1^+/−^ mice utilizing the Cre-loxP system of gene targeting (Fig. 1a). MICU1^+/−^ male and female mice were healthy and fertile. However, crossing these mice did not produce viable MICU1^−*/−*^ pups. Their progeny followed a Mendelian distribution until e18.5, with normal cardiac function by fetal echocardiography (ejection fraction (EF): 79.8±0.7% versus 79.3±1.2%, fractional shortening (FS): 44.5±0.9% versus 45.8±1.1%, MICU1^+/+^ versus MICU1^−/−^, *n*=4, *P*=not significant), but MICU1^−/−^ mice died within hours of birth (Table 1). The few MICU1^−/−^ animals found displayed no gross morphological defects at birth, although several failed a lung float test. Blinded histopathological analysis of the placenta and major organs of e18.5 animals did not reveal structural changes that could have accounted for perinatal lethality (Fig. 1b). To avoid fatalities resulting from labour stress, e18.5 mice were delivered by C-section; all the animals that sustained normal breathing and vocalized intermittently had at least one copy of MICU1. Examination of brainstem nuclei in toluidine blue-stained sections suggested a trend towards decreased numbers of neurons in the nucleus ambiguus (a focus of expiratory control) and the nucleus facialis (Fig. 1c). These observations point to a functional cause of death in MICU1^−/−^ mice, presumably through defective regulation of basic functions postnatally, suggesting a vital role for MICU1 regulation of the MCU during this phase.

We evaluated the impact of MICU1 ablation on mitochondrial Ca^2+^ uptake in primary embryonic fibroblasts generated from MICU1^+/+^ and MICU1^−/−^ embryos. MICU1 ablation was confirmed at mRNA and protein levels, without significant changes in uniporter pore-forming protein MCU or its co-regulator MICU2 (Fig. 1d and Supplementary Fig. 1a). Measurements of the ruthenium red-sensitive clearance of Ca^2+^ added to the cytoplasmic buffer in permeabilized mouse embryonic fibroblasts (MEFs) showed that at low cytoplasmic calcium concentration ([Ca^2+^]_c_), MICU1^−/−^ MEFs took up more Ca^2+^ than MICU1^+/+^ MEFs but displayed a smaller Ca^2+^ clearance at high [Ca^2+^]_c_, at well-maintained inner membrane potential (Fig. 1e and Supplementary Fig. 1b). The dose–response plot (Fig. 1f) showed a lower [Ca^2+^]_c_ threshold and higher Ca^2+^ uptake at low [Ca^2+^]_c_. The double logarithmic plots of initial Ca^2+^ uptake rates against [Ca^2+^]_c_ also showed a lower slope (Fig. 1g), demonstrating decreased cooperativity in activation of mitochondrial Ca^2+^ uptake in MICU1^−/−^ MEFs.

### Acute knockdown (KD) of MICU1 in mouse hepatocytes

MICU1 silencing in mouse liver alters hormone-stimulated oxidative metabolism and facilitates mitochondrial Ca^2+^ overload as assessed in isolated hepatocytes^8^. To better understand the physiological role of MICU1, we accomplished a sustained deletion of MICU1 specifically in MICU1^loxP/loxP^ mouse liver through tail-vein injection of AAV8-Cre under a hepatocyte-specific promoter (thyroxine-binding globulin, TBG), leading to hepatocyte-specific MICU1 KD. Three weeks post injection, MICU1 KD was confirmed at both mRNA (98%) and protein level (94%) in isolated hepatocytes and whole liver tissue (Supplementary Figs 2a and 3a). Hepatocyte specificity of MICU1 downregulation was confirmed by no changes in MICU1 mRNA and/or protein level in other organs as well as in the blood (Supplementary Fig. 3b). MCU expression was unchanged, and MICU2 showed a small decrease only in whole liver (Supplementary Figs 2a and 3a). Permeabilized KD hepatocytes showed a lower threshold and decreased cooperativity of Ca^2+^-dependent activation of mitochondrial Ca^2+^ uptake compared with control (Ctrl) cells (AAV8-TBG-Null; Supplementary Fig. 2b–e). Thus, MICU1 KD hepatocytes had a similar mitochondrial Ca^2+^ uptake phenotype as MICU1^−/−^ MEFs and MICU1-silenced HeLa cells^8^,^9^,^12^,^13^, confirming the AAV8-Cre-treated MICU1^loxP/loxP^ mouse as a robust *in vivo* model of acute hepatocyte-specific MICU1 downregulation. Despite alterations in mitochondrial Ca^2+^ uptake in hepatocytes from liver-specific MICU1 KD mice, no gross functional, morphological and/or histological differences were apparent between Ctrl and KD livers (Fig. 2a, LL, Supplementary Fig. 3c and Supplementary Table 1). Gene expression profiling failed to show major differences between KD and Ctrl livers (accession number GSE69801, and Supplementary Fig. 4a,b, LL). Thus, patho-physiological consequences of MICU1 deletion may become apparent only under conditions of acute or chronic stress.

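Liver RNA from 4 Ctrl and 4 KD mice was profiled on Affymetrix Mouse Gene 2.0 ST arrays, which measure transcripts with probe sets spread over the whole gene, with 1 array per mouse. The mice were MICU1loxP/loxP males that received AAV8-TBG-Null (Ctrl) or AAV8-TBG-Cre (KD) through the tail vein at 10 to 12 weeks of age. According to the sample labels, which name no surgery, the liver was taken 3 to 5 weeks later. The paper checked knockdown at the mRNA and protein level 3 weeks after injection. It does not say whether the array mice were among those checked. The vectors differ in Cre as well as in its effect on MICU1, so a difference between the groups can come from either. The authors normalized all arrays together by Robust Multiarray Averaging (RMA) and deposited log-transformed values per probe set. The log base is not stated in the text of the paper, and the range of the values is that of log2 intensities. In the deposited table 23521 probe sets carry exactly 1 gene symbol in the platform's annotation, 1820 carry several and 16004 are unnamed here. For each gene the probe set with the highest mean over the arrays was kept, which gave 22180 genes, with no filter on dim genes. KD was compared with Ctrl by limma on the log2 values, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Gene lists for liver pathways and cell types were tested with limma's camera at a preset correlation between genes of 0.01, with adjustment over all lists. The methods name no test for the arrays. Their general statistics paragraph names Student's test, Mann–Whitney and ANOVA with a threshold of 0.05. The number of arrays limits the precision of each value.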

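None of the 22180 genes was higher and none was lower in KD than in Ctrl livers at an adjusted p under 0.05 from limma (smallest adjusted p = 0.911). At an unadjusted p under 0.05, 611 genes were higher and 568 were lower, where 1109 in all would be reached with no change. The first test named in the paper's statistics paragraph, the only test of that paragraph run here, called 0 genes in either direction after the same adjustment. The mean differed at least 2-fold for 9 genes, of which 8 were higher and 1 was lower in KD. Over every probe set of the table, with or without a gene symbol, the mean differed at least 2-fold for 113. Of these probe sets limma called 4 as higher and 0 as lower at an adjusted p under 0.05. The 4 carry no gene symbol (log2 differences of 3.45 to 4.03). Micu1, the targeted gene, was not analysed here. Mcu, the pore of the uniporter, had a log2 level of 6.48 ± 0.16 (SD, n = 4) in Ctrl and 6.34 ± 0.04 (SD, n = 4) in KD. This is a log2 difference of −0.15 (standard error 0.094, exact permutation p = 0.143, two-sided). Micu2, its regulator, was at 5.95 ± 0.27 (SD, n = 4) in Ctrl and 5.98 ± 0.27 (SD, n = 4) in KD, a log2 difference of 0.034 (standard error 0.16, exact permutation p = 0.914, two-sided). The Mcu difference is −0.22 without Ctrl replicate 4. The sign of Micu2 turns when Ctrl replicate 3, KD replicate 2 or KD replicate 3 is left out. The 95% interval runs from −0.36 to 0.064 for Mcu and from −0.33 to 0.40 for Micu2.

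**Figure D1:**
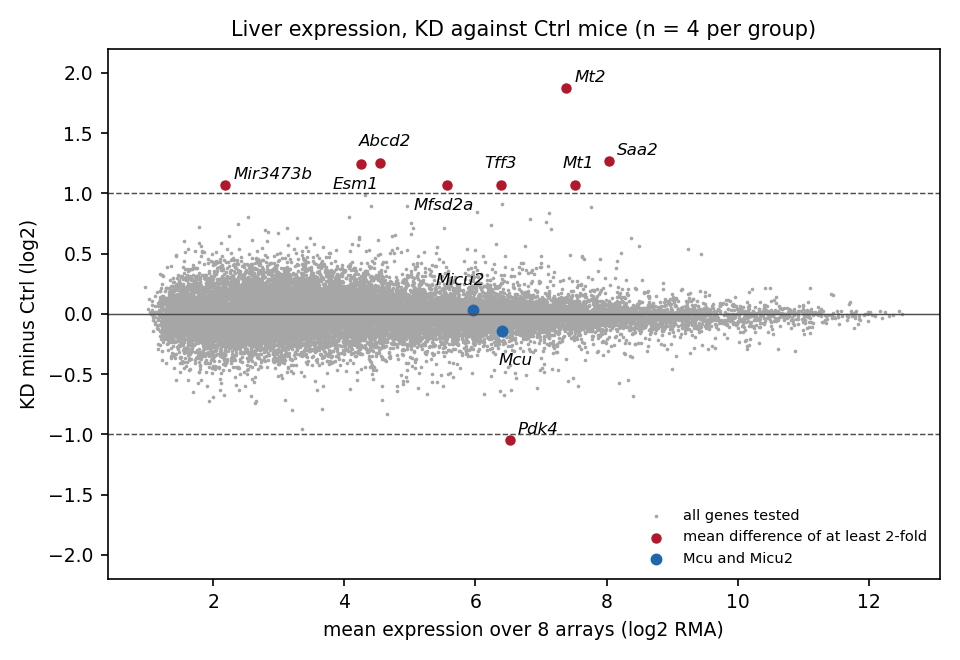
Log2 difference between KD and Ctrl livers (n = 4 mice per group) against the mean log2 RMA value over 8 arrays, 1 grey point per gene tested. Dashed lines mark a 2-fold difference, and the 9 genes beyond them, with Mt2 highest and Pdk4 the only one lower, are named with Mcu and Micu2. None passed the test.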

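The genes with the smallest unadjusted p whose groups did not overlap are given here although none passed (adjusted p = 0.911 from limma for each). With every KD mouse above every Ctrl mouse these were Ccdc3 (0.65 on the log2 scale), Upp1, which encodes uridine phosphorylase (0.49), Slco1a4, an organic anion transporter (0.89), and Il1r1, the interleukin-1 receptor (0.51). Dppa1, Alx1, Bcl2a1c, Olfr1137, Trps1 and Ndc80 completed the 10, with log2 differences of 0.37 to 0.74 at mean log2 values of 1.83 to 2.82, below the median of every array. With every KD mouse below every Ctrl mouse these were Ccn1, a matricellular protein (−0.64), Rps27 (−0.50, at a mean log2 value of 4.41), Cyp2c40, a cytochrome P450 (−0.96), Svop (−0.56), Tsc22d1 (−0.50), Sdr9c7 (−0.48), Ctsj (−0.50), Olfr215 (−0.44), Serpinb1a (−0.49) and Zfp39 (−0.41). Of these, Ctsj and Olfr215 also lie below the median of every array, at mean log2 values of 2.41 and 2.08. Cyp2c40 had a mean of 3.36 over all arrays, with 3.84 in Ctrl and 2.88 in KD. In all, 318 genes lay wholly above and 388 wholly below Ctrl, which is 3.18% of genes, and chance gives 2.86%. A 2-fold change was outside the unadjusted 95% interval for 21998 genes (99.2%). Of these, 10993 lie below the median level of the genes. Without detection calls, the interval of a dim gene need not describe its transcript. The second probe set had a log2 difference of 0.022 for Tsc22d1, −0.052 for Svop, −0.25 for Zfp39 and 0.46 for Ccdc3. In Tsc22d1 the Ctrl replicate 3 array and in Sdr9c7 the KD replicate 3 array stood apart from its group. In simulated arrays with the spread of these genes and 200 changed genes per run, limma called 82.8% of genes changed 2-fold. It called 41.6% of genes changed by 0.5 on the log2 scale. The adjustment over all genes is stricter where fewer genes change, so these shares would be lower for a few changed genes.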

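Of the gene lists fixed in advance, 2 were higher and 3 were lower in KD by camera at the preset correlation. None of the 5 passed with an estimated correlation or by the directional form of fry, limma's rotation test. Fry's mixed test, which lets members move either way, was not adjusted over the lists. Its unadjusted p was 2.72e-06 for immediate-early genes and 0.034 to 0.56 for the other called lists. The next smallest was 0.00161, for bile acid synthesis and transport. No member of any list passed the test over all genes. When adjusted over the list alone, with no correction for the number of lists, 3 of 38 lists had a member that passed. Immediate-early and priming genes, which respond within minutes to growth and stress signals, were lower in KD (32 genes, median log2 difference −0.12, adjusted p = 1.61e-04, and adjusted p = 0.109 with an estimated correlation). Adjusted over the list alone, 6 of them were lower and 1 was higher. The lower ones were Ccn1, Pim1, the transcription factors Egr1 (−0.61), Junb (−0.44) and Atf3 (−0.64), and Ier2 (−0.49). The higher one was Ccn2 (0.66). Pim1, a kinase the paper follows after PHx, had a log2 difference of −0.49, and its second probe set −0.20. Fos (−0.58), Jun (−0.54), Rhob (−0.078) and Myc (0.055) did not pass. Fos is at −0.33 without KD replicate 1, Myc ranges from −0.17 without Ctrl replicate 4 to 0.34 without Ctrl replicate 1, and Rhob turns to 0.0052 without Ctrl replicate 2. Macrophage and Kupffer cell markers were higher (18 genes, median 0.26, adjusted p = 4.15e-05, and adjusted p = 0.597 with an estimated correlation), with 16 positive differences. Marco, a scavenger receptor (0.75), Cd68 (0.34), C1qb (0.34) and Ly6c2 (0.21) had the smallest p and none passed over the list alone. Without Ctrl replicate 1 the median of this list is 0.15. Cell cycle genes were higher (32 genes, median 0.10, adjusted p = 0.0232, and adjusted p = 0.395 with an estimated correlation), with Cdkn3 (0.28), Mcm2 (0.20), Rrm2 (0.32) and Tyms (0.33) first by p. The mean log2 value of Cdkn3 (2.84) lies below the median of every array. Genes of fatty acid oxidation and ketogenesis were lower (36 genes, median −0.063, adjusted p = 0.0198, and adjusted p = 0.597 with an estimated correlation), with Vnn1 (−0.42), Acot3 (−0.25), Acaa1b (−0.24) and Cpt2 (−0.15) first by p. Pericentral hepatocyte markers were lower (14 genes, median −0.097, adjusted p = 0.0253, and adjusted p = 0.783 with an estimated correlation), with Slc1a2 (−0.26), Tbx3 (−0.23), Axin2 (−0.20) and Oat (−0.16) first by p. No member of these 3 lists passed over the list alone. The second probe set of Rrm2 was at 0.072 and that of Axin2 at 0.093, and in Tbx3 the KD replicate 4 array stood apart from its group. Cell cycle is no longer called without Ctrl replicate 1, 2 or 4 or KD replicate 3 (highest adjusted p = 0.344), fatty acid oxidation without Ctrl replicate 4 or KD replicate 4 (highest 0.151), and pericentral markers without Ctrl replicate 1, 3 or 4 or KD replicate 3 or 4 (highest 0.242). After quantile normalization of the genes tested these 3 lists are not called either (adjusted p = 0.0714, 0.0956 and 0.0822 in this order), nor is cell cycle among genes at or above the median level (adjusted p = 0.0571). Without KD replicate 3 the median of cell cycle genes is 0.047 and that of pericentral markers −0.046. The pericentral median is −0.18 without KD replicate 1 and −0.15 without Ctrl replicate 2. At the preset correlation, at least 1 list also passed in 30 of 34 other splits of the 8 arrays into groups of 4.

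**Figure D2:**
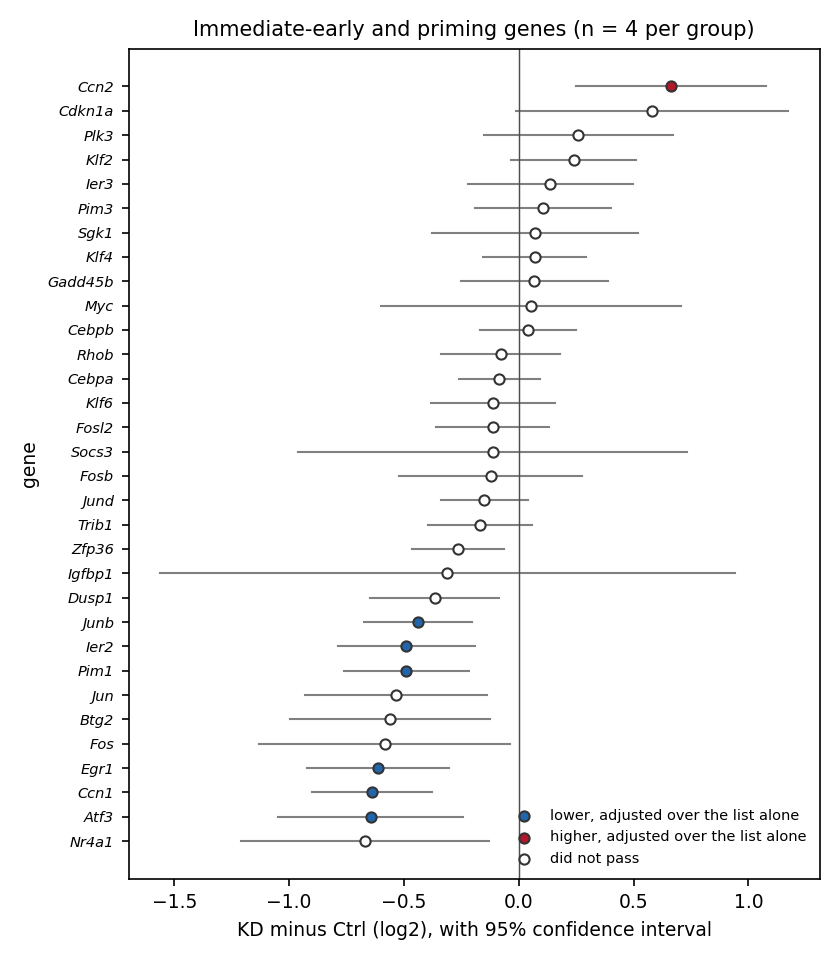
Log2 difference between KD and Ctrl livers (n = 4 mice per group) for the 32 immediate-early and priming genes measured, with 95% confidence intervals from limma. Filled points passed the test adjusted over the list alone, 6 of them lower and 1 higher, and none passed over all genes.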

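Apart from fatty acid oxidation, given above, the lists of mitochondrial genes, of Ca2+ signalling and of liver metabolism did not pass in the settings used for the values given, and no member passed over all genes. The median log2 difference was −0.017 (adjusted p = 0.546) over 18 genes of the uniporter complex and mitochondrial Ca2+ transport, among them Mcur1 (−0.15), and −0.053 (adjusted p = 0.0735) over 24 genes of cytosolic Ca2+ signalling, among them the endoplasmic reticulum Ca2+ pump Atp2a2 (−0.19) and the purinergic receptor P2ry1 (−0.39). Candidates and modulators of the permeability transition pore had a median of 0.020 (adjusted p = 0.601) over 16 genes, with Bak1 at −0.20, Atp5o at 0.16 and Ppif, which encodes cyclophilin D, at 0.021. Complex I subunits had a median of −0.0023 (adjusted p = 0.601) over 33 genes, with Ndufv1 at −0.089 and Ndufs5 at 0.18. Subunits of complexes II to V had a median of −0.0058 (adjusted p = 0.914) and a mean of 0.0037 over 37 genes, with Cyc1 at −0.11. The probe sets of Atp5o and Ndufs5 had low mean log2 values (4.53 and 3.47), against 8.27 for Ndufv1 and 8.58 for Cyc1. The tricarboxylic acid cycle and pyruvate dehydrogenase gave −0.031 (adjusted p = 0.101) over 27 genes, of which 21 were negative, with Pdk4, a kinase that inhibits pyruvate dehydrogenase, at −1.05 and Pdp1 at 0.22. Mitochondrial biogenesis and dynamics gave −0.012 (adjusted p = 0.764) over 19 genes, with Tfb1m at −0.18 and Twnk at −0.20. In liver metabolism, the medians were −0.012 (adjusted p = 0.880) for fatty acid and triglyceride synthesis, −0.052 (adjusted p = 0.0958) for cholesterol synthesis and uptake, −0.039 (adjusted p = 0.234) for glucose metabolism, −0.075 (adjusted p = 0.234) for bile acid synthesis and transport, −0.0047 (adjusted p = 0.601) for the urea cycle and amino acid catabolism, and −0.040 (adjusted p = 0.505) for xenobiotic metabolism. Their first members by p included Mlxipl (−0.19), Insig2 (−0.18), Insig1 (−0.26), Mvd (−0.35), Ppp1r3c (−0.57), Slc2a2 (−0.25), Nr0b2 (−0.32), Gldc (−0.11), Cyp3a25 (−0.30) and, with a positive difference, Gstm3 of the xenobiotic list. Slco1a4 of the bile acid list is the member of these lists that was higher when adjusted over the list alone. The KD replicate 3 array stood apart from its group in Twnk and in Gldc. With camera's trend option 4 of these lists passed as lower, namely cytosolic Ca2+ signalling (adjusted p = 0.0239), the tricarboxylic acid cycle (0.0239), cholesterol synthesis (0.0199) and bile acid synthesis (0.0388). Cholesterol synthesis also passed without Ctrl replicate 1 (adjusted p = 0.0298) or KD replicate 1 (0.00158). None of the 4 passed with all arrays and an estimated correlation without this option (adjusted p = 0.395, 0.787, 0.787 and 0.783 in this order). Sex-biased liver genes gave −0.069 (adjusted p = 0.914), with Cyp2u1 at −0.27 and Cyp2a4 at 0.73, and clock genes gave −0.016 (adjusted p = 0.955), with a mean of 0.031, Per1 at 0.99 and Npas2 at −0.55. Camera looks for a shift in 1 direction, and the sex-biased list joins male-biased and female-biased genes. Opposite changes of members can cancel there and in the clock list, so camera cannot exclude such changes. By fry's mixed test the unadjusted p was 0.14 for sex-biased and 0.198 for clock genes. Reference genes of the paper's qPCR and immunoblots did not pass, with Idh3b at −0.036, Mrpl16 at 0.021, Actb at −0.040, Grb2 at −0.0031 and Gapdh at −0.0078.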

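Apart from the macrophage and pericentral lists given above, markers of the cell types of the liver did not pass as lists. The median log2 difference was −0.018 (adjusted p = 0.595) for hepatocyte markers, with Cebpa at −0.085 and Asgr1 at −0.066, and 0.0078 (adjusted p = 0.92) for periportal hepatocyte markers, with Pigr at −0.17 and Ass1 at −0.18. The Ass1 probe set had a mean log2 value of only 4.55, against 10.5 for Pigr, so its difference need not describe the transcript. Neutrophil markers gave 0.076 (adjusted p = 0.595), with Retnlg at 0.24, Mmp8 at −0.19 and Ly6g, which the paper stains for after PHx, at 0.055. The mean log2 values of Retnlg (2.01), Mmp8 (2.66) and Ly6g (2.02) lie below the median of every array, so their differences need not describe the transcripts. T, NK and B cell markers gave −0.038 (adjusted p = 0.601), with Cd8b1 at −0.19 and Cd3d at 0.19. Stellate cell and fibroblast markers gave 0.062 (adjusted p = 0.396), with Lum at −0.35 and Ecm1 at 0.17. Endothelial cell markers gave 0.032 (adjusted p = 0.294), and in this list Lyve1, a hyaluronan receptor of sinusoidal and lymphatic endothelium, was higher when adjusted over the list alone (log2 difference 0.91, 5.95 ± 0.12 (SD, n = 4) in Ctrl and 6.86 ± 0.48 (SD, n = 4) in KD), while Gpr182 was at 0.20. Cholangiocyte markers gave 0.070 (adjusted p = 0.601), with Cftr at 0.17 (mean log2 value 1.80, near the low end of the arrays) and Krt7 at −0.24. Erythroid and blood markers gave a median of 0.0062 (adjusted p = 0.764) and a mean of −0.067 over 6 genes, with Ppbp at −0.52 and Itga2b at 0.11. Adipocyte and pancreas markers, a check for adjoining tissue, gave a median of 0.026 (adjusted p = 0.644) and a mean of −0.034, with Ins2 at −0.28 and Clps at −0.27. Gpt, which encodes alanine aminotransferase, was at −0.0047. In the list means, 1 array stood apart from its group for T, NK and B cell markers (KD replicate 3), erythroid and blood markers (Ctrl replicate 1) and adipocyte and pancreas markers (Ctrl replicate 2).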

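Lists of stress, inflammation and cell death did not pass camera's threshold in unstressed KD livers in the settings used for the values given. Oxidative stress genes came nearest (22 genes), with a median of 0.057 (adjusted p = 0.0805) and 14 of 22 differences positive. In this list the metallothionein gene Mt2, whose product binds zinc and copper, had a log2 difference of 1.87 (95% interval 0.56 to 3.18) and Gstm3, a glutathione transferase, one of 0.49. Neither passed. Cytokine and NF-kB target genes followed (23 genes), with a median of 0.078 (adjusted p = 0.101) and 19 of 23 differences positive. Their first members by p were Cxcl1 at −0.57 and Il1b at 0.42. After PHx the paper follows Ccl2 and S100a8 as mRNA, and IL-6 in serum and TNF-α in tissue as proteins. As liver mRNA on the arrays, Tnf was at 0.021, Il6 at −0.078, Ccl2 at 0.30, and S100a8 at 0.16 on the log2 scale, none of which passed. Rela, which encodes a subunit of NF-kB, was at −0.045. Il6 lies near the low end of the arrays with a mean of 1.86. The integrated and endoplasmic reticulum stress response had a median of −0.049 (adjusted p = 0.505) over 28 genes, with Ppp1r15a at −0.25 and Herpud1 at 0.25. Mitochondrial chaperones and proteases gave a median of −0.030 (adjusted p = 0.294), with Clpx at −0.20 and Clpp at −0.090. Acute phase genes gave a median of 0.029 (adjusted p = 0.194), with Saa2 at 1.27 and Steap4 at 0.19. Interferon-stimulated genes gave a median of 0.054 (adjusted p = 0.564), with Irgm1 at −0.31 and Ifit3 at 0.26. CREB target genes had a median of −0.0053 (adjusted p = 0.774), and their first members were Per1, given above, and Creb1 itself (0.23). The p53 and DNA damage response gave a median of 0.010 (adjusted p = 0.764), with Btg2 at −0.56 and Eda2r at 0.33. The KD replicate 3 array in Per1 and the Ctrl replicate 3 array in Eda2r stood apart from their groups. Apoptosis genes gave a median of 0.031 (adjusted p = 0.595), with Mcl1 at 0.19 and Bik at −0.23. Parp1 was at 0.056, Cycs, which encodes cytochrome c, at −0.057, and Ccnd1, which encodes cyclin D1, at 0.027. Mapk8 (−0.0082), Mapk9 (−0.071) and Stat3 (0.074) did not pass either. No member of these lists passed over the list alone. By the mean of a list in each mouse, a comparison picked after the values were seen, every KD mouse lay above every Ctrl mouse for the oxidative stress and the cytokine lists and below for immediate-early genes, and for no other list (exact permutation p = 0.0286 for each, two-sided, the smallest possible, and adjusted p = 0.326 over 38 lists). Some lists passed under other settings. Oxidative stress genes did after quantile normalization of the genes tested (adjusted p = 0.0402), among genes at or above the median level (0.00496) and with the dimmest genes left out (0.00957). They also did with camera's trend option (adjusted p = 0.0241) and with the replicate number as a block (0.0490). With an estimated correlation and the main settings otherwise they did not (adjusted p = 0.597). The block also called cytokine and NF-kB target genes (adjusted p = 0.0490), and acute phase genes passed without KD replicate 1 (adjusted p = 0.0484) or KD replicate 4 (0.0147). With an estimated correlation, all arrays and no block, neither passed (adjusted p = 0.456 and 0.787 in this order). The paper reports no major differences in expression, with unaltered gross function, morphology and histology. From these it proposes that the consequences of losing MICU1 may emerge only under acute or chronic stress. It turns to PHx as such a stress.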

### MICU1 requirement for liver regeneration

We used 70% PHx^21^ as a surgically induced liver-specific stress model^22^. Liver regeneration after PHx is a unique tissue repair response that induces a synchronized replication of differentiated hepatocytes in the remnant liver, while maintaining liver-specific functions^23^,^24^. PHx initiates regeneration through multiple stress signals that induce growth factors and pro-inflammatory cytokines that drive quiescent hepatocytes into the cell cycle to replicate within 30–48 h after surgery, with liver mass recovery within 2–3 weeks (in rodents)^24^,^25^,^26^. Both cytosolic and mitochondrial Ca^2+^ signals may contribute to the onset and early progression of regeneration^27^,^28^,^29^. We hypothesized that aberrant Ca^2+^ signalling in MICU1 KD mice could delay or inhibit regeneration after PHx. In contrast to Ctrl mice, KD mice subjected to PHx were lethargic and unresponsive by 30 h after surgery and at the time when DNA synthesis began in Ctrl mice; their obvious severe distress prevented us from extending the study to later time points for ethical reasons. Histological examination of remnant livers from KD mice showed extensive necrotic foci, with non-necrotic areas of the tissue showing severe microvesicular steatosis, characterized by minute and diffuse fat droplets that do not distort or displace the nucleus (Fig. 2a and Supplementary Fig. 5a). Extensive liver damage and impaired function were evident by dramatically increased serum alanine aminotransferase (ALT) and bilirubin (total and direct). Tissue and serum triglycerides were significantly elevated at 30 h post PHx in KD mice (Fig. 2b and Supplementary Fig. 5b). Hepatocyte proliferation, measured by 5-bromodeoxyuridine (BrdU) incorporation, was significant in Ctrl mice 30 h post PHx, but was completely absent in remnant livers from KD mice (Fig. 2c). This correlated with a total lack of Cyclin D1 expression, 30 h post PHx, in KD liver lysates, compared with its robust expression in Ctrl mice (Fig. 2d). Assessment of the type of cell death suggested a predominant involvement of necrosis rather than apoptosis, as no changes in Bax (Supplementary Fig. 5c) and cytochrome *c* content (Supplementary Fig. 5e) in isolated mitochondria were observed and no cleaved Caspase-3 (Supplementary Fig. 5c) was evident, whereas poly ADP ribose polymerase (PARP) cleavage, a non-specific cell death marker, was increased in KD liver tissue lysate 30 h post PHx (Supplementary Fig. 5d). No differences in tissue histology, serum liver damage markers, Cyclin D1 or other cell cycle markers were detected at 30 h after sham surgery (Fig. 2b–d and Supplementary Fig. 5e). Thus, the absence of MICU1 causes complete failure of liver regeneration, with suppression of hepatocyte proliferation and massive necrosis.

### Sustained pro-inflammatory response post PHx in MICU1-KD

To elucidate how MICU1 ablation interfered with hepatocyte proliferation, we evaluated signalling events associated with the early phase of regeneration. These events are characterized by expression of immediate-early genes and activation of stress response signals, followed by release of pro-inflammatory cytokines (tumour-necrosis factor (TNF)-α, interleukin (IL)-6) that drive growth factor production and help transition hepatocytes into the cell cycle^24^,^26^. Remarkably, the early response after PHx was largely unaffected in MICU1 KD mice. Cellular homolog of FBJ murine osteosarcoma viral oncogene (cFOS) and cellular homolog of the viral oncoprotein v-jun (cJUN) upregulation, and JNK activation were not significantly different between Ctrl and KD livers at 1 h (Supplementary Fig. 4c), although a transient hyperactivation/phosphorylation of cAMP response element-binding protein (CREB) in the KD liver was noted at 1 h (Fig. 3a). Several recent studies have reported that phospho-CREB activation downstream of IL-6 or other mediators contributes to the pro-inflammatory environment in the early regenerative response to PHx^30^,^31^. Expression changes of stress-response and proliferation-related genes were not significantly different in Ctrl and KD mice by 1 h post PHx (Supplementary Fig. 4a). However, by 6 h post PHx, downregulation of Rho-b, Myc and Ccl2, and upregulation of Pim1, at levels usually seen after a massive hepatectomy (>80%), and S100a8 were apparent in KD livers relative to Ctrl (Fig. 3b and Supplementary Fig. 4b) and levels of ALT and bilirubin showed early signs of liver damage and functional impairment in KD mice (Fig. 3d). Indeed, some necrotic foci were observed by histology in KD remnant liver as early as 6 h post PHx but not in the Ctrl (Supplementary Fig. 4d). Also, serum IL-6 was elevated in KD mice compared with Ctrl by 6 h post PHx, together with increases in tissue TNF-α, phospho-signal transducer and activator of transcription 3 (STAT3) and nuclear factor-κB activity (Fig. 3a,c), indicating a more elevated pro-inflammatory response in KD mice. Thus, KD mice failed to mount an effective transition to the replication-competent state in response to pro-inflammatory signals after injury, resulting in more sustained inflammation and unresolved tissue damage. A role for mitochondrial regulation of Ca^2+^ homeostasis in resolving the PHx-induced pro-inflammatory state to promote cell cycle entry has not previously been recognized. Can mitochondrial calcium overload account for the defective regeneration in KD mice?

### Rescue of regeneration in MICU1-KD liver by PTP inhibition

If MICU1 deletion decreases the threshold for mitochondrial Ca^2+^ uptake, we expect a higher susceptibility to mitochondrial Ca^2+^ overload and increased sensitivity of mitochondrial PTP opening upon [Ca^2+^]_c_ increases^8^. Indeed, we found that permeabilized KD hepatocytes were sensitized to PTP opening (Fig. 4a). Less Ca^2+^ uptake was required to trigger PTP opening in KD than in Ctrl hepatocytes (Fig. 4a, 8.41±1.43 in Ctrl versus 4.58±0.17 ΔμM in KD, *n*=4 independent experiments, *P*<0.05) and this was blocked by the PTP inhibitor NIM811 (Fig. 4a)^32^. To test the role of PTP opening in the regeneration defect and liver damage after PHx in MICU1 KD mice, we treated Ctrl and KD mice with NIM811 (10 mg kg^−1^) or vehicle and assessed its effect 30 h post PHx. Compared with vehicle-treated KD mice, NIM811-treated KD mice were completely protected from liver damage (Fig. 4b) and serum levels of ALT, bilirubin and triglycerides were comparable to Ctrl mice at 30 h post PHx (Fig. 4d). Preventing PTP opening in KD mice by NIM811 was sufficient to rescue cell proliferation, evident as increased BrdU incorporation and upregulation of Cyclin D1 expression (Fig. 4c,e). Interestingly, hepatocyte proliferation was significantly higher in NIM811-treated KD hepatocytes compared with either vehicle or NIM811-treated Ctrl hepatocytes, suggesting accelerated cell proliferation in KD livers when mitochondria are protected from damage (Fig. 4e). Importantly, no differences in the expression level of the NIM811 target cyclophilin D were observed between Ctrl and KD mice (Supplementary Fig. 6a).

Although cyclophilin D is the preferred target of NIM811, cyclophilin A, which plays a role in inflammatory processes *in vivo* can also be affected. We therefore tested whether inhibition of leukocyte migration could contribute to the effect of NIM811, by immunostaining of neutrophils using Ly-6g (Supplementary Fig. 6b). A significant increase in neutrophil count was observed from the time of PHx to 30 h post surgery in Ctrl livers reflecting the previously reported pro-inflammatory component of the response to PHx in mice^33^, and an even larger increase in the MICU1-deficient liver after PHx. In mice treated with NIM811, changes in neutrophil numbers were similar in the Ctrl and decreased in MICU1-deficient tissue. The lack of a NIM811-dependent change in the Ctrl supports the conclusion that NIM811 did not act by suppressing neutrophil migration; the decrease in neutrophil count in the MICU1 KD is presumably secondary to the decrease in hepatocyte death (Supplementary Fig. 6b).

## Discussion

In this study, we have determined the pathophysiological consequences of MICU1 deletion in mouse. Differently from MCU loss^16^, MICU1 deletion validated by genetic, biochemical and Ca^2+^ transport measurements did not interfere with embryonic development on C57BL/6J background. However, every MICU1 KO pup died after birth. Although most of the organs showed normal morphology and histology, several signs, including uninflated lungs, fewer neurons in the brainstem and prolonged gasping indicated that respiratory activity/control might be affected. This phenotype also shares some commonality with the neuronal and muscular impairments displayed by the patients harbouring MICU1 loss-of-function mutations^15^.

The present work and some previous studies by us^8^,^34^ and others^9^,^15^ indicate that loss of MICU1 can impair bioenergetics and cell function both by enhancing mitochondrial Ca^2+^ uptake at resting [Ca^2+^]_c_ or during prolonged [Ca^2+^]_c_ elevations, and by decreasing mitochondrial Ca^2+^ uptake during [Ca^2+^]_c_ spikes and oscillations. Several lines of evidence link mitochondrial Ca^2+^ overload to neuronal dysfunction^35^,^36^, and this study shows that upon hepatocyte-specific MICU1 deletion, the liver failure caused by tissue injury is mediated by mitochondrial Ca^2+^ overload. For these reasons, we propose that the impaired adaptation to extra-uterine life is likely due to altered mitochondrial Ca^2+^ handling with an overload component. The recent observations on the MCU-deficient mouse phenotype and the present findings on the MICU1^−/−^ mice converge to support the notion that increased Ca^2+^ flux through the uniporter fuels an important pathogenic pathway.

The dramatic failure of liver repair after PHx in the MICU1-deficient mice demonstrates this pathogenic potential of deregulated mitochondrial Ca^2+^ and points to an unexpected sensitivity of the regenerating liver to calcium overload. Despite a large number of gene ablation studies in the context of liver regeneration it is unusual for these to result in massive liver necrosis as reported here, as liver regeneration can often be compensated by eliciting the differentiation and proliferation of progenitor cells. Although previous studies had identified a role for Ca^2+^ signalling in the early response to PHx^27^,^28^, the underlying mechanism has remained poorly characterized. In the present study, the initial priming response to PHx was largely unaffected by the MICU1 defect in hepatocytes, but the onset of the cell cycle appeared to be suppressed, coinciding with evidence of a persistent pro-inflammatory state with the onset of patchy necrosis at 6 h after surgery. We were unable to detect significant changes in the Ca^2+^ content of mitochondria isolated from the remnant liver, presumably due to a lack of Ca^2+^ retention during the isolation procedure. However, the complete protection against PHx-induced liver failure in MICU1 KD mice afforded by NIM811 treatment clearly points to PTP opening because of mitochondrial calcium overload as the cause of tissue injury.

It is interesting to note the observation of enhanced hepatocyte proliferation at 30 h after PHx in NIM811-treated MICU1 KD mice. Possible reasons for this effect remain to be established and our data do not allow us to assess whether it is due to enhanced mitochondrial functions under conditions of calcium overload or to changes in cytosolic or nuclear Ca^2+^ signalling processes that drive regeneration. Loss of MICU1 could lead to a suppressed [Ca^2+^]_c_ response when mitochondria are protected from calcium overload, with potentially decreased activation of calcineurin, resulting in an enhanced or more sustained increase in protein phosphorylation in the early phase of regeneration. We cannot exclude the possibility that NIM811 may act on other targets that affect cell proliferation. However, NIM811 has been shown not to exert inhibitory effects on calcineurin^32^.

In summary, we show that MICU1 helps maintain mitochondrial Ca^2+^ homeostasis in liver and other tissues. Following PHx-induced surgical stress, MICU1 is required for protection against mitochondrial calcium overload in order to allow liver regeneration to proceed. In the absence of MICU1, Ca^2+^-dependent activation of the PTP occurs and the ensuing cell death would augment the pro-inflammatory phase and impair this transition (see schematic in Fig. 5). Specifically, how elevation of cytosolic Ca^2+^ promotes the transition of primed hepatocytes to the proliferative state and whether mitochondrial Ca^2+^ uptake itself is required for this transition or serves a bystander role is open to debate. MCU deletion in mice either was embryonic lethal or showed a mild muscle phenotype dependent on the genetic background^16^,^37^. Thus, the physiological relevance of mitochondrial Ca^2+^ uptake needs to be further tested. Our study of the MICU1-deficient mice reveals that the tight Ca^2+^-dependent regulation of mitochondrial Ca^2+^ uptake is essential for survival under acute stress conditions and to allow a well-integrated tissue repair response. Thus, alterations in MICU1 activity can play a critical role in pathological conditions where mitochondrial control of cellular Ca^2+^ homeostasis is required.

## Methods

### Generation of the MICU1^KO/KO^ mice

All animals were used in accordance with mandated standards of humane care and were approved by the Thomas Jefferson University Institutional Animal Care and Use Committee. To obtain MICU1 knockout mice, the Cre-loxP system was used to target exon 3 of the *MICU1* gene for removal. *MICU1*^*WT/loxP*^*FLP*^*+/0*^ mice (on C57BL/6J background) were generated by Ingenious Targeting Laboratory, then delivered to the Thomas Jefferson University for subsequent breeding. *MICU1*^*WT/loxP*^*FLP*^*+/0*^ were bred with wild-type C57BL/6J mice to remove the FLP transgene. A successive generation of breeding was undergone to generate *MICU1*^*loxP/loxP*^ mice, which were then bred with germline-expressing Cre-eIIa mice (Jackson Laboratories; C57BL/6J background). These offspring were bred with homozygous floxed mice to remove the Cre transgene, and establish whole-body heterozygous knockout mice *MICU1*^*KO/loxP*^(referred to as *MICU1*^*+/−*^). Heterozygote male and female mice were bred to attempt to generate whole-body knockouts (*MICU1*^*−/−*^) as well as control homozygous floxed littermates (*MICU1*^*+/+*^). Genotype of mice was determined using the following primer pairs: 1—5′-GGTGGAGTCAAAGGGAGGAACAG-3′, 5′-GCCCCATCTATGATAATGTTAAGC-3′ (loxP: 519 bp, wt: 341 bp); 2—5′-ATGAGCATGAAGTGATGACCCGAC-3′, 5′-GCCCCATCTATGATAATGTTAAGC-3′ (loxP: 1.5 kb, ko: 500 bp). Only male mice were used for experiments.

### Histological analysis of the embryos

Necropsy was performed on post-natal mice found within breeding cages: lung float test, weight and size measurements, visual examination of major organs, as well as examination of palate formation were performed. E18.5 mice delivered by C-section were stimulated to breath and closely monitored for signs of sustained breathing as well as vocalization. Mice displaying vitality were then successfully fostered with host mothers.

For histological analyses, *MICU1*^*+/+*^ (*n*=5) and *MICU1*^*−/−*^ (*n*=6) e18.5 fetuses were decapitated after C-section, fixed with their placenta by immersion in Bouin's solution for 48 h and then transferred to 70% ethanol. All specimens were processed routinely into paraffin and sectioned at 5 μm at the Comparative Pathology and Mouse Phenotyping Shared Resource (Ohio State University). Sections were stained with haematoxylin and eosin. Tissue trimming and sectioning depended on the nature of the specimen. The head was trimmed into five coronal (transverse) levels: rostral nose, caudal nose (through eyes), forebrain (targeting the hippocampus and diencephalon), midbrain and hindbrain. The abdomen was bisected in the longitudinal plane just to the left of the mid-line, and three-step sections were taken from each half at 300 μm intervals (yielding three sections per animal). Placenta was cut in half, and both halves were processed. A coded (‘blinded') histopathological paradigm was done to examine ∼40–45 major organs and tissues for abnormalities. Lesions were scored using a tiered, semi-quantitative scale: within normal limits, or minimal, mild, moderate or marked changes. After hindbrain sections were evaluated initially, 4-μm-thick step sections were acquired every 40 μm until 30-step sections had been harvested. The sectioning protocol was designed to evaluate major brainstem nuclei associated with control of respiration and facial movements, which have been linked to early neonatal death^38^. The positions of all three nuclei were approximated using landmarks defined in a well-recognized neuroanatomic atlas^39^. The locations of the main inspiratory centre (that is, nucleus of the solitary tract) and expiratory centre (that is, nucleus ambiguus) were defined as present or not based on regional cytoarchitecture and the tinctorial characteristics of the neurons. The boundaries of the solitary tract nucleus could not be defined with certainty, so no counts were gathered from this structure. The large neurons in the nucleus ambiguus (considering the compact, subcompact and loose parts collectively) as well as the facial nucleus could be identified and were counted in some animals. However, the initial facing of the blocks partially or completely effaced these latter two nuclei in some animals, thereby preventing collection of reliable cell counts from them.

### Generation of the liver-specific MICU1 knockdown mice

To generate liver-specific *MICU1 knockdown (KD)* mice, *MICU1*^*loxP/loxP*^ male mice between 10 and 12 weeks were injected via the tail vein with an AAV8-Cre under the control of a hepatocyte-specific promoter (TBG; 1.3 × 10^11^ plaque-forming units per mouse; Penn Vector Core). AAV8-TBG-Null-injected littermates were used as controls. Animals were used for experiments 3–5 weeks post injection.

### Cell culture

MEFs were isolated from e14.5 embryos by trypsin digestion and then immortalized. MEFs were cultured in DMEM (ATCC 30-2002) supplemented with penicillin, streptomycin at 37 °C/5% O_2_. Primary hepatocytes were isolated by *in situ* retrograde perfusion with collagenase (Sigma) as previously described^8^. Only preparations with >90% viability were used for subsequent experiments.

### Mitochondrial Ca^2+^ uptake and membrane potential

Fluorometric measurements of mitochondrial [Ca^2+^]_m_, cytosolic [Ca^2+^]_c_ and ΔΨ_m_ were performed as previously described^8^. Briefly, saponin-permeabilized hepatocytes (2 millions) or MEFs (2.4 mg) were resuspended in 1.5 ml of intracellular medium containing 120 mM KCl, 10 mM NaCl, 1 mM KH_2_PO_4_, 20 mM Tris-HEPES at pH 7.2, and supplemented with proteases inhibitors (leupetin, antipain, pepstatin, 1 mg ml^−1^ each), 2 mM MgATP, 2 μM thapsigargin (Enzo) and maintained in a stirred thermostated cuvette at 35 °C. Assays were performed in the presence of 20 μM CGP-37157 (Enzo) and 1 mM succinate using a multiwavelength-excitation dual-wavelength-emission fluorimeter (DeltaRAM, PTI). The extramitochondrial Ca^2+^ concentration [Ca^2+^]_c_ was assessed using the ratiometric Ca^2+^ probe Fura2-FA (1.5 μM, Teflabs) or Fura-loAff (formerly Fura-FF; 1 μM, Teflabs). Δψm was measured with 1.5 μM TMRM (Invitrogen). Fura and TMRM fluorescence were recorded simultaneously using 340–380 nm excitation and 500 nm emission, and 545 nm excitation and 580 nm emission, respectively. Complete depolarization (maximum de-quench of TMRM fluorescence) was elicited using of the protonophore FCCP (2 μM). Calibration of the Fura signal was carried out at the end of each measurement, adding 1 mM CaCl_2_, followed by 10 mM EGTA/Tris, pH 8.5.

### Animal surgery

The liver-specific *MICU1 KD* male mice between 13 and 16 weeks old (3 weeks post AAV8 injection) underwent 70% PHx based on the surgical methods outlined by Mitchell and Willenbring^40^. Briefly, the animals were anaesthetized with isoflurane, a midline incision was made followed by a segmental ligation and excision of the left-lateral and medial lobes of the liver. The sham surgery involved the gentle manipulation of the liver lobes without the removal of liver tissue. The left-lateral lobe was immediately (within 10 s) freeze clamped using liquid nitrogen cooled aluminum clamps, as described^41^, to prevent post-mortem changes in metabolites and protein phosphorylation. The medial lobe was fixed in 10% neutral buffered formalin (NBF). The abdominal cavity was rinsed with warm lactated Ringer's solution, the abdominal muscle layer sutured and the skin was closed with wound clips. Following surgery, the animals were given subcutaneous lactated Ringer's solution (1 ml per animal) and buprenorphine (0.1 mg kg^−1^) and placed in a fresh cage under a heat lamp with *ad libitum* access to hydrogel (Contact ClearH_2_O) and food. For the PTP inhibition studies, mice were administered NIM811 (10 mg kg^−1^) 30 min before PHx surgery. 50 mg of NIM811 (Norvartis) was dissolved in 1 ml of dimethylsulphoxide/Cremophor EL (3:7) mixture. The stock was 50-fold diluted in 0.9% saline before administering it to the animals.

Animals were given intraperitoneal injections of BrdU solution (Sigma; 150 mg kg^−1^) in 0.9% sterile saline 2 h prior to sacrifice. At specified times after PHx, animals were anaesthetized with isoflurane, blood was collected from the vena cava, then the remnant right-superior lobe and the right-inferior lobe were removed and, respectively, freeze clamped or fixed in 10% NBF. Collected blood was incubated at room temperature for 30 min, centrifuged and serum was collected and then flash frozen for further analysis.

### Histological and immunofluorescence analysis

10% NBF fixed samples were paraffin-embedded, sectioned and stained for hematoxylin and eosin by the Kimmel Cancer Center pathology core facility (Thomas Jefferson University) and evaluated by Dr. Rubin, an expert hepatopathologist. BrdU immunostaining was performed using Anti-BrdU antibody (AbD Serotec, 1:100), which was detected using Anti-Mouse Alexa Fluor-488 secondary antibody (Life technologies). For neutrophil identification, sections were immunostained using Anti-Ly6G (BD Pharmingen, 551459, 1:400), which was detected with Anti-Mouse-HRP (ThermoFisher Scientific), counterstained with haematoxylin, rehydrated and mounted. Quantification of BrdU incorporation was performed using ‘CellProfiler cell image analysis software' and neutrophil count and necrotic foci were quantified using ‘ImageJ software'. For quantification, 15 × 20 fields were scored per animal.

### Biochemical analysis

For western blotting, freeze-clamped tissue was homogenized in lysis buffer containing 25 mM HEPES (pH 7.4), 150 mM NaCl, 2.5 mM EGTA, 10% glycerol, 0.5% deoxycholic acid (DOC), 1% IGEPAL, 0.1% SDS, 1% Triton X-100, 2 mM sodium floride, 2 mM imidazole, 1.15 mM sodium molybdate, 2 mM activated sodium orthovanadate, 4 mM sodium tartrate dihydrate, 1 mM sodium pyrophosphate, 1 mM β-glycerophosphate and cOmplete protease inhibitor cocktail (Roche Diagnostics, Basel, Switzerland). Cell lysates were prepared in RIPA buffer supplemented with proteases inhibitors (leupetin, antipain, pepstatin, phenylmethyl sulphonyl fluoride, Sigma). Proteins were analysed by western blotting after separation by SDS–PAGE on 10% TGX gels (Bio-Rad) or 4–12% Bis-Tris NuPAGE gradient gels (Life Technologies). The following antibodies were used for primary overnight incubation: MICU2 (Abcam (Ab)—ab101465, 1:500), Cyclophilin D (Ab—ab110324, 1:1,000), MICU1 (Sigma (Sg)—HPA037480, 1:400), Cytochrome c (BD Pharmingen—556432, 1:500), MCU (Sg—HPA037480, 1:500); CyclinD1 (Thermo Scientific (TS)—MA1-39546, 1:50), Hsp70 (TS—MA1-91159, 1:1,000); Bax (Cell Signaling Technology (CST)—14796, 1:1,000), cFOS (CST—4384, 1:1,000), cJUN (CST—9165, 1:1,000), p cJUN (Ser73) (CST—3270, 1:1,000), Caspase—3 (CST—9662, 1:1,000), CREB (CST—9197, 1:1,000), pCREB (CST—9198, 1:1,000), JNK54 (CST—9252, 1:1,000), p JNK54 (Thr185/Tyr185) (CST—9251, 1:1,000), PARP (CST—9532, 1:1,000), STAT3 (CST—4904, 1:1,000), p STAT3, (CST—9145, 1:1,000), GRB2 (Santa Cruz Biotechnology—255, 1:1,000), GAPDH (Millipore—MAB374, 1:1,000). Membranes were scanned on the Odyssey scanner (Licor) or Kodak Image Station 440CF. Western blot densitometries were performed using ImageJ (NIH) or Image Studio lite software and normalized to levels of GRB2, GAPDH or Hsp70. Uncropped scans of the most important western blots are shown in Supplementary Fig. 7.

ELISA kits were used to measure serum levels of IL-6 (eBiosciences) and TNF-α (eBiosciences) according to the manufacturer's instructions. Tissue triglyceride was extracted with ethanolic KOH as described^42^. Triglycerides (serum and tissue) were measured using Stanbio Triglyceride Liquicolor reagent (Stanbio) as per the manufacturer's instructions. Nuclear factor-κB DNA-binding activity in 100 μg of total tissue lysate was measured using the transcription factor assay from Cayman Chemical. Serum direct bilirubin and total bilirubin were measured using the bilirubin assay kit (Sigma).

### RNA isolation and quantitative PCR (qPCR)

Total RNA was isolated from frozen liver samples (∼15 mg) using Animal Tissue RNA Purification Kit (Norgen Biotek) and from isolated hepatocytes or MEFs using TRIzol reagent (Ambion). RNA concentration was measured by ND-1000 (NanoDrop). cDNA was synthesized using SuperScript III (Invitrogen) and used for qPCR reactions using SYBR Green (Invitrogen) on an ABI Prism 7000 sequence detection system (Life Technologies). Data were analysed using the comparative ΔΔ*C*_t_ method. *C*_t_ of the gene of interest was normalized to that of β-actin. Primers used are: Mice MICU1 (F-5′-AACAGCAAGAAGCCTGACAC-3′, R-5′-CTCATTGGGCGTTATGGAG-3′), Mice MICU2 (F-5′-GGAGCGTAAAACACTGGTC-3′, R-5′-GTAAGCAAGAAAAGATACTCGG-3′), Mice MCU (F-5′-TACTCACCAGATGGCGTTC-3′, R-5′-GTCCTCTAACCTCTCCAC-3′), β-actin (F-5′-CAACACCCCAGCCATG-3′, R-5′-GTCACGCACGATTTCCC-3′).

### High-throughput qPCR

High-throughput gene expression analysis was performed following standard BioMark (Fluidigm) qPCR protocol #8. cDNA was synthesized from total RNA (1.2 μg) using EasyScript Plus cDNA Synthesis Kit (Applied Biological Materials) and stored at −20 °C. Primers were designed using Universal Probe Library Assay Design Center (Roche Applied Science, https://www.roche-applied-science.com/sis/rtpcr/upl/index.jsp). The primers and probes for those assays that passed the quality control test and were used in this study are listed in Supplementary Table 1. cDNA (100 ng, calculated from initial RNA) samples were pre-amplified for 12 cycles using TaqMan PreAmp Master Mix (Applied Biosystems). qPCR reactions were performed using BioMark Dynamic Arrays (Fluidigm) with 40 cycles of amplification (15 s at 95 °C, 5 s at 70 °C, and 60 s at 60 °C). *C*_t_ values were calculated by the Real-Time PCR Analysis Software (Fluidigm) and software-designated failed reactions were discarded from analysis. Relative gene expression was determined by the ΔΔ*C*_t_ method. Modified geNorm algorithm in R was used to identify the set of most stable reference genes, *Idh3B* and *Mrpl16* were selected for normalization.

### Microarray gene expression analysis

Global gene expression analysis was performed using the Affymetrix Mouse Gene 2.0 ST arrays following the standard manufacturer's protocol. The raw expression data were log-transformed and normalized across all the samples using the Robust Multiarray Averaging algorithm. 

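After this normalization the median log2 value over all probe sets lay between 3.36 and 3.44 in the 8 liver arrays. Across probe sets, which are not independent replicates, pairs of arrays correlated at 0.978 to 0.983. The median was 0.981 for the 12 pairs within Ctrl or KD and 0.981 for the 16 pairs between them. The first principal component, with 18.0% of the variance, did not separate the groups (exact permutation p = 0.914, two-sided). On the second, with 15.8%, every KD array lay above every Ctrl array (exact permutation p = 0.0286, two-sided, the smallest that 4 against 4 allow, and 0.0571 when adjusted over the 2 components).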

Normalized data are deposited in GEO database (accession number GSE69801).

### Statistical analysis

Data are expressed as mean±s.e.m. Experiments were performed at least three times, in duplicates or more. Statistical analysis was performed using the Student's *t*-test or Mann–Whitney test for comparison between two groups and ANOVA-2 for others. (*P<0.05, **P<0.005, ***P<0.0005.)

## Additional information

**Accession codes:** Microarray-based gene expression data have been deposited with the GEO database with accession number GSE69801.

**How to cite this article:** Antony, A. N. *et al.* MICU1 regulation of mitochondrial Ca^2+^ uptake dictates survival and tissue regeneration. *Nat. Commun.* 7:10955 doi: 10.1038/ncomms10955 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
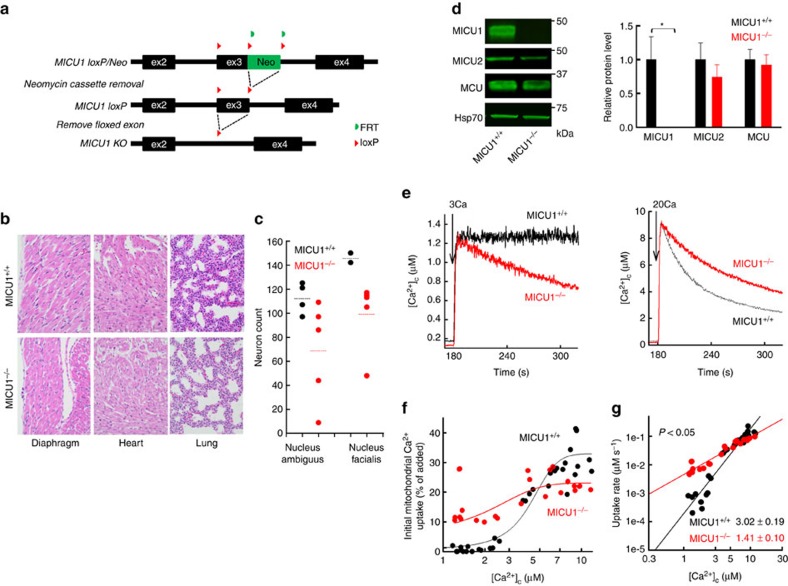
Phenotype of *MICU1*^*−/−*^ mouse and mitochondrial Ca^2+^ uptake in *MICU1*^*−/−*^ MEFs. (**a**) Map of the *MICU1* gene with exon 3 flanked by two loxP sites and a Neomycin selection cassette flanked by flippase recognition target sites (FRTs) and subsequent recombinations for removal of the Neomycin cassette and the exon 3, leading to the truncation of the *MICU1* gene. (**b**) Representative images of haematoxylin and eosin (H&E) staining of diaphragm, heart and lung from *MICU1*^*+/+*^ and *MICU1*^*−/−*^ animals at e18.5 show no morphological abnormalities (× 40). (**c**) Quantification of the neuron count in the nucleus ambiguus and the nucleus facialis in toluidine blue-stained sections of the hindbrain of *MICU1*^*+/+*^ and *MICU1*^*−/−*^ e18.5 animals. Individual points are averages from different animals. Horizontal lines show mean values. Counting of neurons in the nucleus tractus solitarius that contains a subset of inspiratory neurons was not feasible because its borders were less defined. (**d**) Immunoblots of MICU1, MICU2, MCU and Hsp70 in *MICU1*^*+/+*^ and *MICU1*^*−/−*^ MEFs lysates. Relative protein level is displayed in the bar graph; each protein was normalized to Hsp70, and expressed relative to *MICU1*^*+/+*^ MEFs (mean±s.e.m., *n*=4, *P<0.05, Student's *t*-test). (**e**) Representative [Ca^2+^]_c_ time courses of the mitochondrial clearance of a 3 μM or 20 μM CaCl_2_ bolus (3Ca or 20Ca) in permeabilized *MICU1*^*+/+*^ and *MICU1*^*−/−*^ MEFs in the presence of thapsigargin (2 μM) and CGP-37157 (20 μM). (**f**) [Ca^2+^]_c_ dose response of the initial mitochondrial uptake (30 s after CaCl_2_ addition) of different Ca^2+^ boluses recorded as in **e**. The CaCl_2_ doses added were (in μM) 3, 7, 10, 15 and 20 (*n*=4 per group). A sigmoidal fit is displayed for each. (**g**) Double logarithmic plot of the initial rates of Ca^2+^ uptake against the peak [Ca^2+^]_c_. Slope of each linear fit is indicated (mean±s.e.m., *n*=4/group, Student's *t*-test).

**Figure 2:**
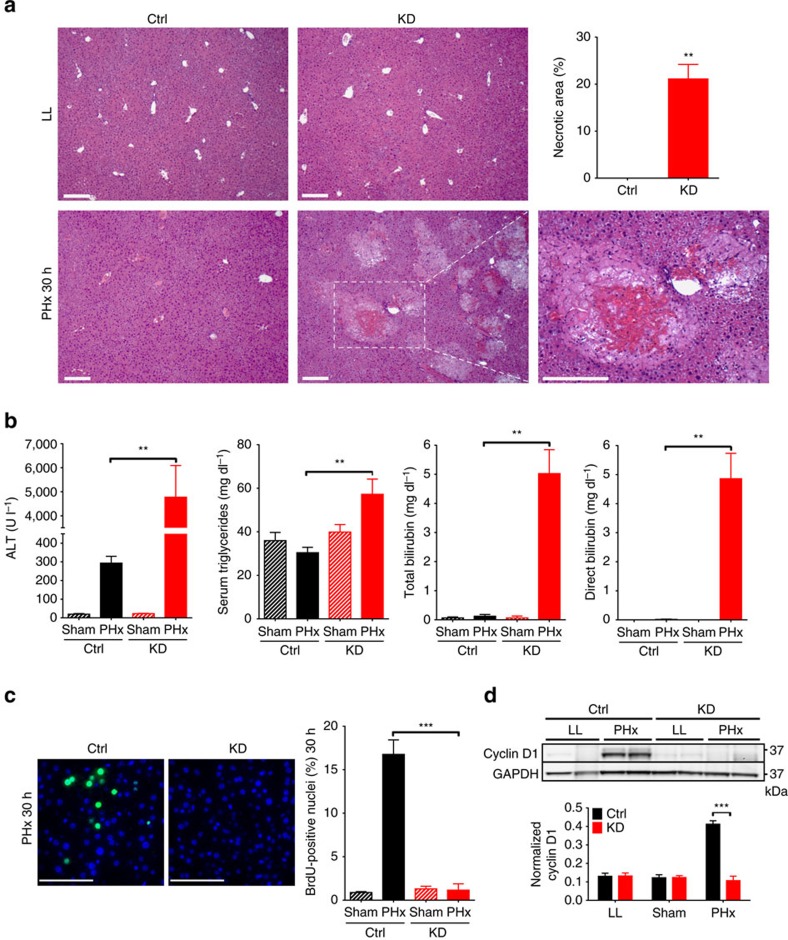
Liver regeneration after partial hepatectomy (PHx) in *MICU1 KD* and Ctrl liver. (**a**) Representative images of haematoxylin and eosin (H&E)-stained liver tissue and quantification of necrotic area in Ctrl and KD mice before (LL, left lateral lobe) and 30 h after PHx (Phx 30 h; collected from the same mouse for individual comparison). Magnified image displays a typical necrotic area in KD liver 30 h after PHx along with quantification. Scale bars, 200 μm (mean±s.e.m., *n*=4 per group). (**b**) Serum levels of alanine aminotransferase (ALT), direct and total bilirubin and triglycerides in Ctrl and KD mice 30 h post PHx, or after sham surgery (mean±s.e.m., *n*=3–6 per group). (**c**) BrdU immunostaining and quantification 30 h post PHx in Ctrl and KD mouse liver. Scale bars, 50 μm (mean±s.e.m., *n*=4 per group). (**d**) Immunoblotting of Cyclin D1 expression and quantification in Ctrl and KD liver lysates before PHx (LL) and 30 h post Sham operated or PHx (mean±s.e.m., *n*=4 per group). Values are mean±s.e.m., **P<0.005, ***P<0.0005 via Mann–Whitney test (**a**) and two-way analysis of variance followed by Tukey's multiple comparison test for the rest.

**Figure 3:**
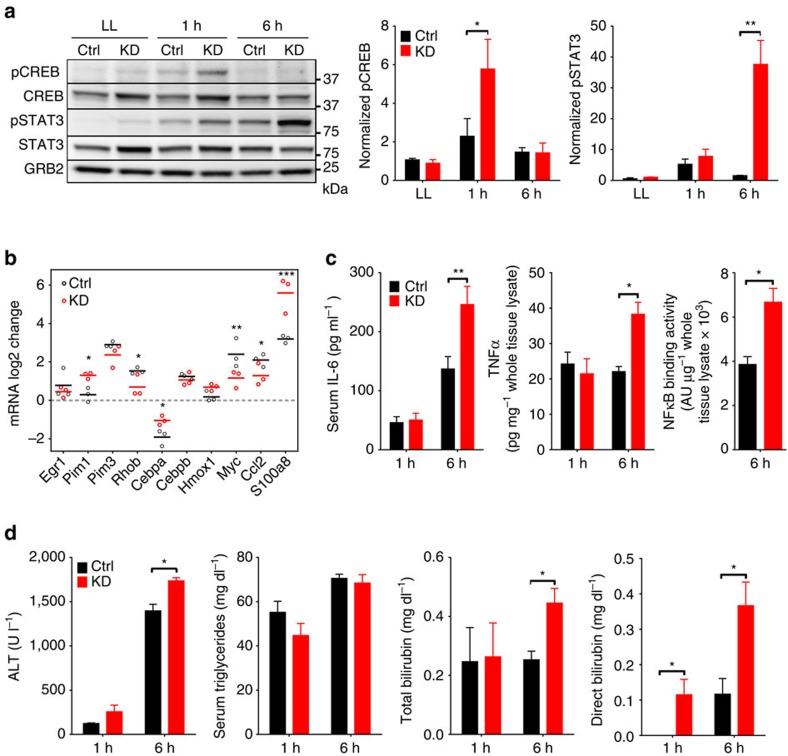
Early response to PHx in *MICU1 KD* and Ctrl liver. (**a**) Immunoblot analysis of phosphorylation level of CREB and STAT3 before (LL) and 1 or 6 h after PHx. Quantification of phospho-STAT3 and phospho-CREB is displayed in bar graphs (mean±s.e.m., *n*=3/group). (**b**) mRNA fold change of genes, relative to LL, 6 h after PHx. Horizontal lines show mean values. (mean±s.e.m., *n*=3/group). (**c**) Serum level of interleukin-6 (IL-6) and tissue level of TNF-α and DNA-binding activity of NF-κB in Ctrl and KD mice 1 and 6 h after PHx (mean±s.e.m., *n*=3–4/group). (**d**) Serum levels of ALT, direct and total bilirubin, and triglycerides in Ctrl and KD mice 1 and 6 h post PHx (mean±s.e.m., *n*=3/group). Values are mean±s.e.m., *P<0.05, **P<0.005, ***P<0.0005 via Mann–Whitney test (**c**-last panel) and two-way analysis of variance followed by Tukey's multiple comparison test for the rest.

**Figure 4:**
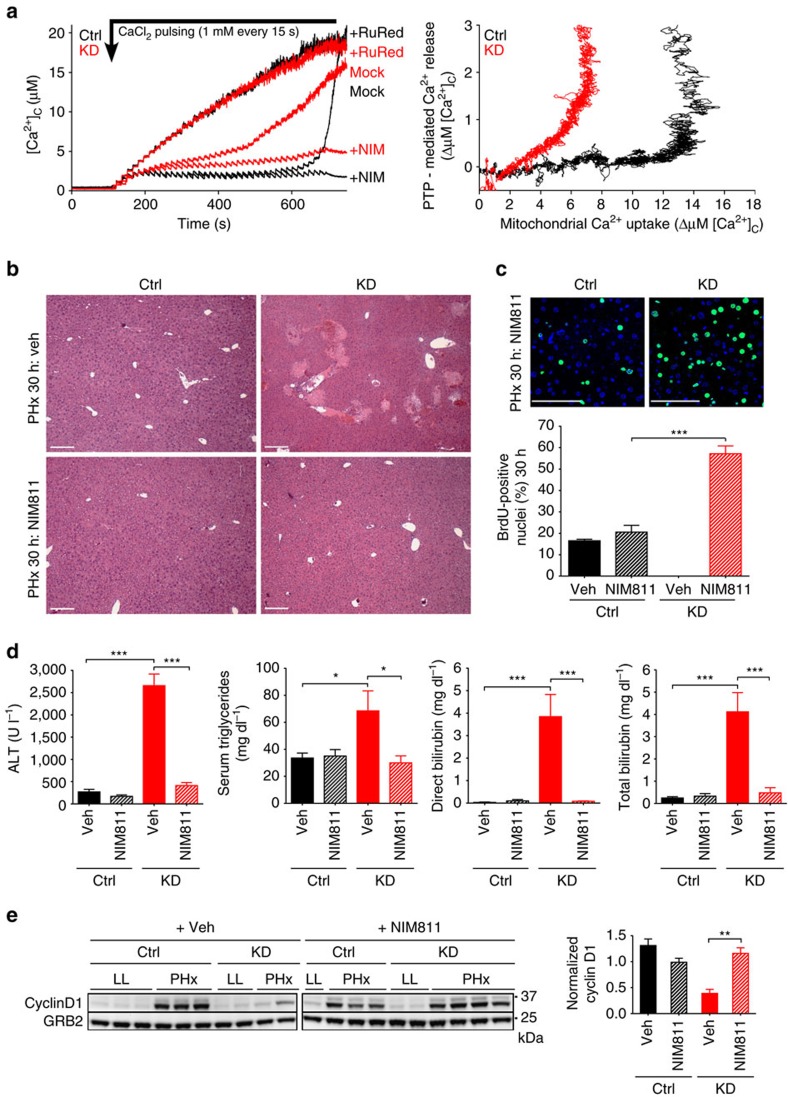
Prevention of mitochondrial Ca^2+^ overload rescues liver regeneration in *MICU1 KD* mice. (**a**) Assessment of Ca^2+^ overload-induced mitochondrial PTP opening in Ctrl and KD permeabilized hepatocytes. Extramitochondrial [Ca^2+^] was recorded during repetitive addition of CaCl_2_ boluses (1 μM each) in the absence (Mock) or presence of RuRed (3 μM) or NIM811 (2 μM). Right panel: Ca^2+^ load dependence of PTP opening shown as Ca^2+^ efflux via PTP (Mock minus NIM811) plotted against the mitochondrial Ca^2+^ uptake (RuRed minus Mock), mean traces of triplicates. Representative of *n*=4 independent experiments. (**b**) Representative images of haematoxylin and eosin (H&E)-stained liver tissue 30 h post PHx showing the absence of necrotic area in both Ctrl and KD liver treated without and with 10 mg kg^−1^ NIM811 (4 separate mice). Liver necrosis was evident in vehicle (Veh)-treated KD mice. Scale bars, 200 μm. (**c**) BrdU immunostaining and quantification 30 h post PHx in Ctrl and KD mouse liver. Scale bars, 50 μm (mean±s.e.m., *n*=5 per group). (**d**) Serum levels of ALT, direct and total bilirubin and triglycerides in Ctrl and KD mice after 30 h of PHx and treated with either vehicle or NIM811. (mean±s.e.m., *n*=5 per group). (**e**) Cyclin D1 expression assessed by immunoblotting in Ctrl and KD liver lysates of Ctrl and KD mice treated with NIM811 or vehicle before (LL) and after 30 h PHx (mean±s.e.m., *n*=3–4/group). Values are mean±s.e.m., *P<0.05, **P<0.005, ***P<0.0005 via two-way analysis of variance followed by Tukey's multiple comparison test.

**Figure 5:**
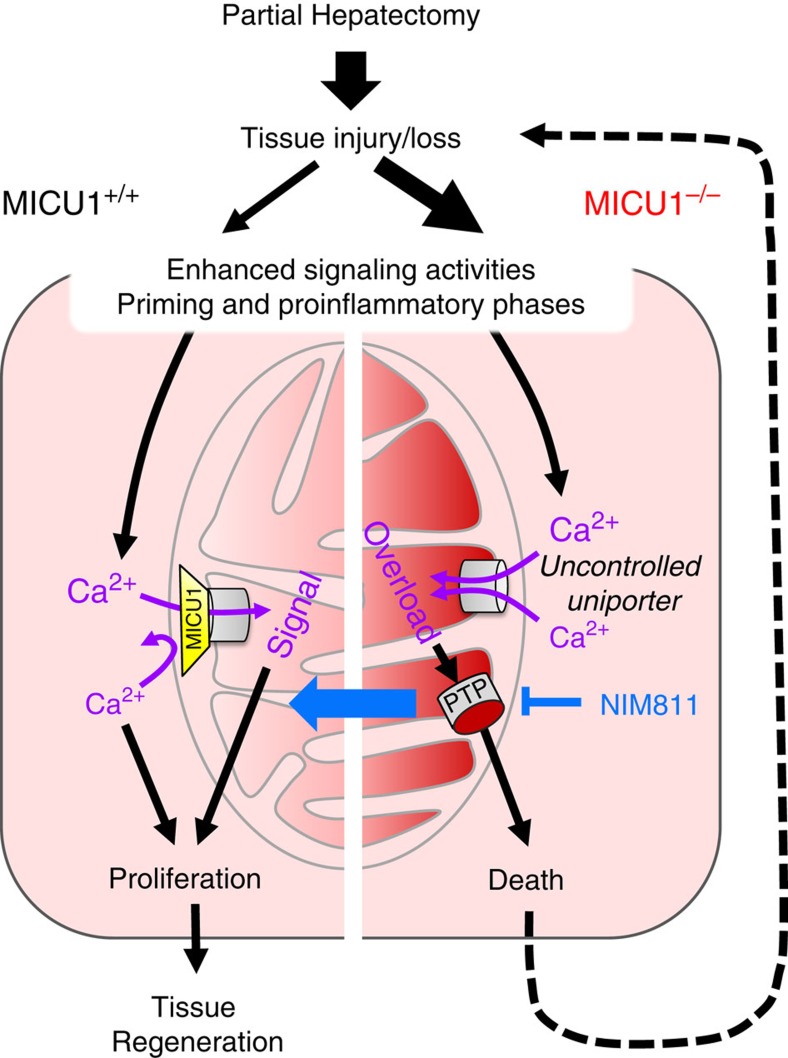
Loss of control over mitochondrial Ca^2+^ uptake turns regeneration signals to death signals in MICU1-deficient hepatocytes. Partial hepatectomy, a surgical model for extensive tissue injury/loss in the liver, reprogrammes the fully differentiated hepatocytes in the remnant liver to proliferate in order to regenerate liver parenchyma. Reprogramming involves the synchronized priming of hepatocytes by growth factors and pro-inflammatory cytokines to obtain replicative competence. These mediators engage a broad range of intracellular signals, including Ca^2+^, which in addition to driving cytosolic effectors, can propagate to the mitochondrial matrix and control metabolic enzyme activities to support the proliferative response. Mitochondrial Ca^2+^ uptake is mediated by the Ca^2+^-gated mitochondrial Ca^2+^ uniporter complex. Ca^2+^ gating occurs through MICU1 (yellow trapezoid), which associates with the MCU pore (grey cylinder) from the intermembrane space side to set the threshold for Ca^2+^ activation. As a result, mitochondrial Ca^2+^ uptake occurs largely through local, high [Ca^2+^] elevations, whereas smaller events and global Ca^2+^ fluctuations are repelled (left-side purple arrows). Upon loss of MICU1 control over the Ca^2+^ uptake threshold, smaller [Ca^2+^] elevations can activate uniporter-mediated uptake (right-side purple arrows). Ca^2+^ signalling events occurring after PHx can thereby lead to mitochondrial Ca^2+^ overload to enhance permeability transition pore (PTP) opening and switch the cell's fate from proliferation to a death track. Large-scale hepatocyte death will overwhelm the functional capacity of the remaining liver cells resulting in organ failure (dashed arrow). Pharmacological inhibition of the PTP by NIM811 rescues mitochondrial competence to support proliferation even under the higher Ca^2+^ load in MICU1-ablated cells (thick blue arrow), which may provide the stimulus for accelerated cell proliferation under these conditions.

**Table 1:** *MICU1* ^*−/−*^ mice showing Mendelian distribution until e18.5 and death after birth.

**Age**	**Total # embryos**	**# Litters**	**# Animals observed (expected)**				**# (%) Dead pups**		
			**+/+**	**+/−**	**−/−**	Unclear*	**+/+**	**+/−**	**−/−**
e14.5	48	6	9 (12)	25 (24)	12 (12)	2	—	—	—
e18.5	76	9	23 (19)	32 (38)	18 (19)	3	—	—	—
P0	188	38	53 (47)	110 (94)	14 (47)	11	11 (15)	13 (11)	14 (100)

Numbers (#) of observed and expected (in brackets) animals after C-section at embryonic days e14.5 and e18.5, and at birth (P0) are indicated on the left side of the table. Postnatal lethality is shown on the right side with numbers and percentage (in brackets) of dead pups observed at P0.

^*^Resorption or disappearance precluded any genotyping.

# Supplementary material for: MICU1 regulation of mitochondrial Ca2+ uptake dictates survival and tissue regeneration
**Source:** Nat Commun. 2016 Mar 9;7:10955. doi: 10.1038/ncomms10955
**Supplement:** Supplementary Information — Supplementary Figures 1-7 and Supplementary Table 1

Supplementary Figure 1.

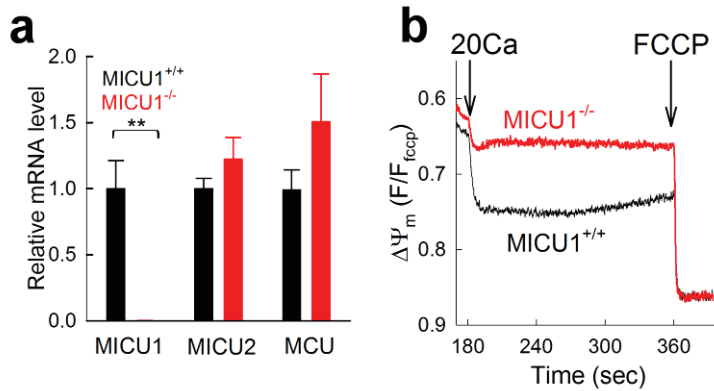

(a) mRNA level of MICU1, MICU2 and MCU in MICU1^{+/+} and MICU1^{-/-} MEFs. Relative mRNA levels are reported using β -Actin as an endogenous control and normalized to the MICU1^{+/+} MEFs for each gene (mean $\pm$ SEM, n=5-6, **p<0.005, Student's t test). **(b)** Representative recordings of $\Delta\Psi_m$ with TMRM in MICU1^{+/+} and MICU1^{-/-} MEFs before and after the addition of 20 μ M CaCl₂. The measurement was done simultaneously with the measurement of $[Ca^{2+}]_c$ shown in Figure 1F, right.

Supplementary Figure 2.

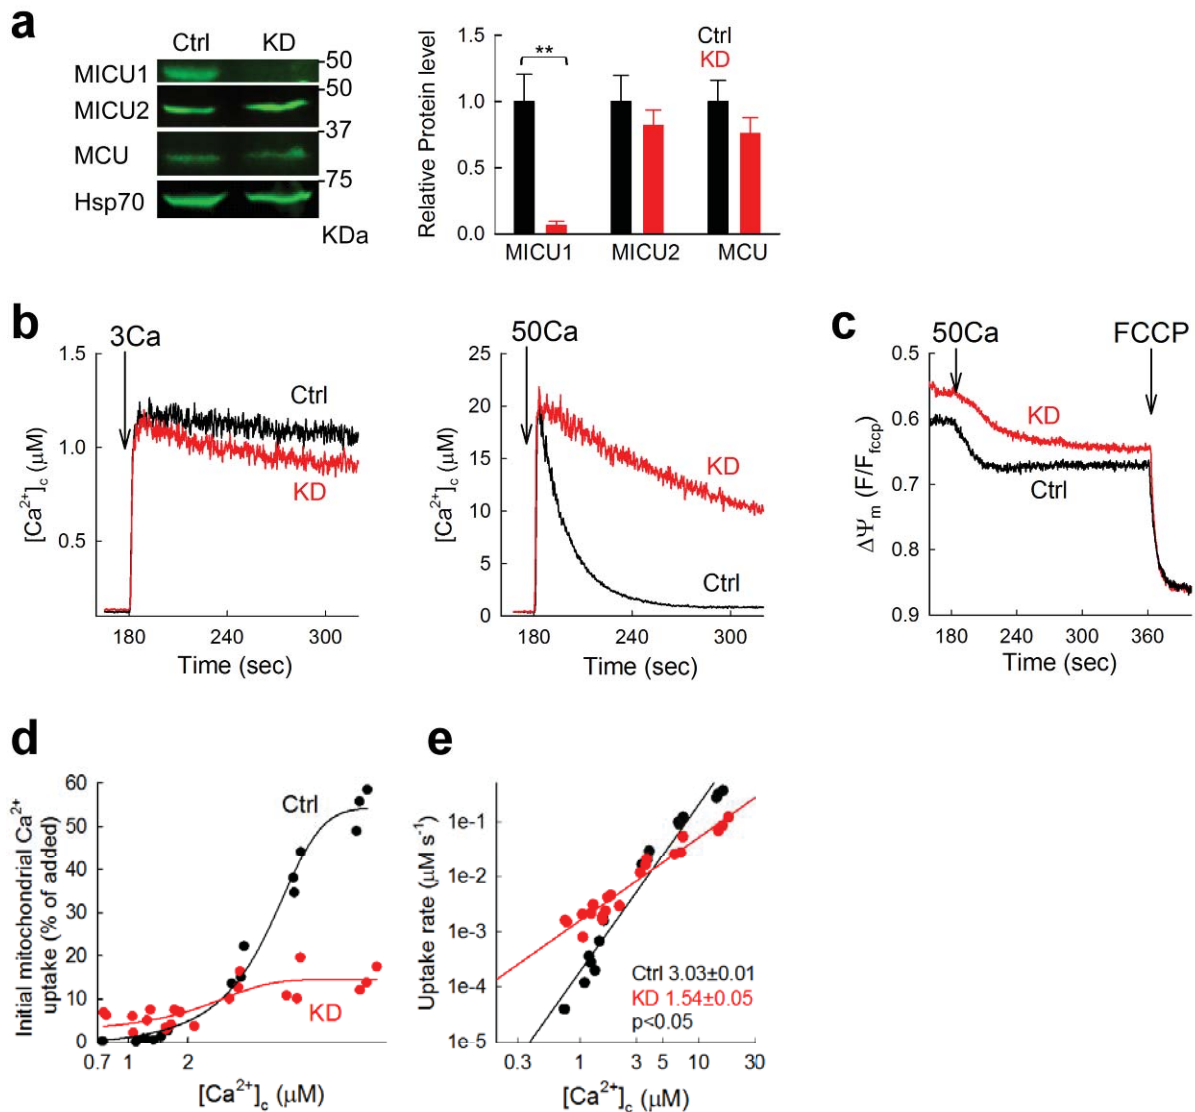

(a) Representative immunoblotting of MICU1, MICU2, MCU and Hsp70 in primary mouse hepatocytes isolated from MICU1^{loxP/loxP} mice three weeks after tail-vein injection of liver-specific AAV8-Null (Ctrl) or AAV8-Cre (KD). Relative protein level is displayed in the bar graph. Each protein was normalized to Hsp70, and normalized to Ctrl hepatocytes (mean $\pm$ SEM, n=4, **p<0.005, Student's t test). **(b)** Representative time courses of the mitochondrial clearance of the $[Ca^{2+}]_c$ rise upon addition of a 3 μ M or 50 μ M CaCl₂ bolus (3Ca or 50Ca) in permeabilized

Ctrl and KD hepatocytes in the presence of thapsigargin (2 μ M) and CGP-37157 (20 μ M). **(c)** Representative recordings of $\Delta\Psi_m$ with TMRM in Ctrl and KD hepatocytes before and after the addition of 50 μ M CaCl_2 , as shown in Supplementary Figure 1b. **(d)** $[\text{Ca}^{2+}]_c$ dose response of the initial mitochondrial uptake (30s after CaCl_2 addition) of different Ca^{2+} boluses in permeabilized Ctrl and KD hepatocytes. The CaCl_2 doses added were (in μ M) 3, 5, 7, 10, 20 and 50 (n=4/group). A sigmoidal fit is displayed for each. **(e)** Double logarithmic plot of the initial rates of Ca^{2+} uptake against the peak $[\text{Ca}^{2+}]_c$. Slope of each linear fit is indicated (mean $\pm$ SEM, n=2-4, Student's t test).

Supplementary Figure 3.

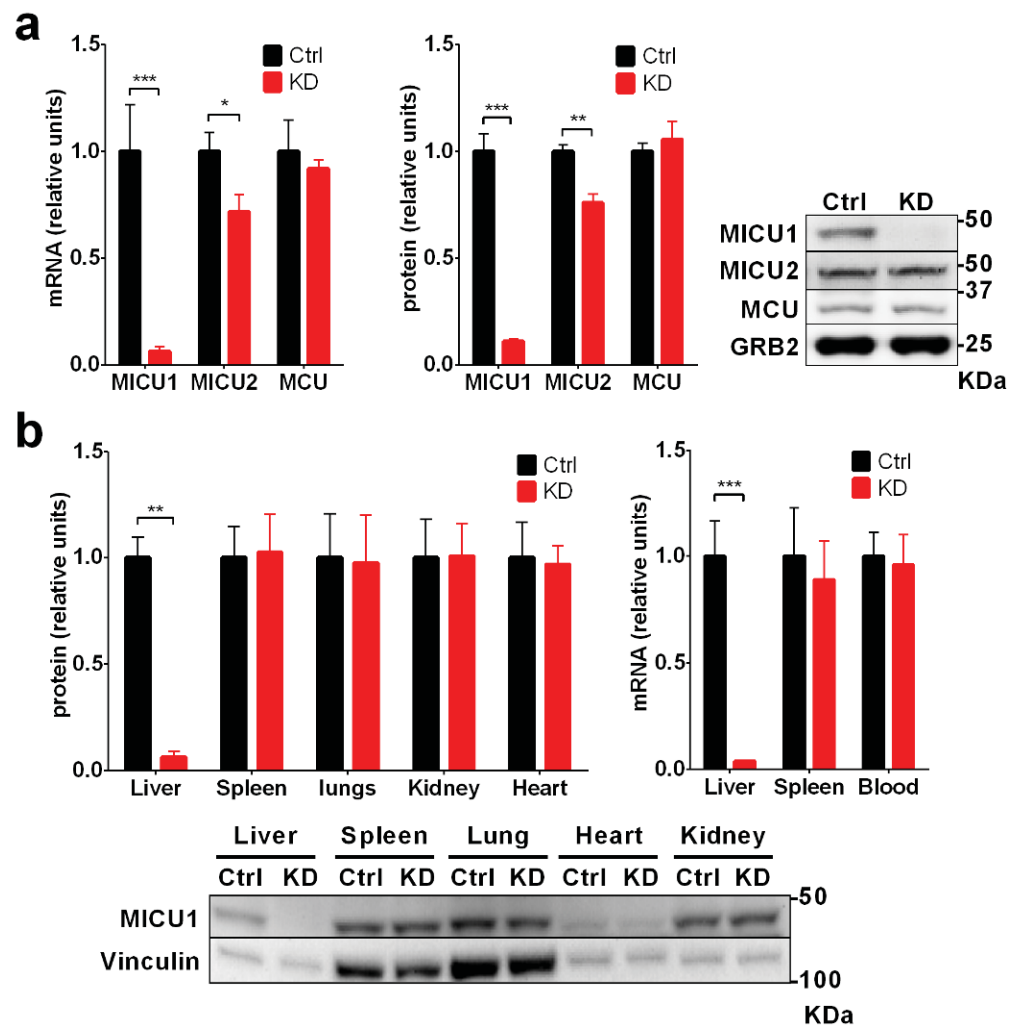

Supplementary Figure 3. (Cont'd)

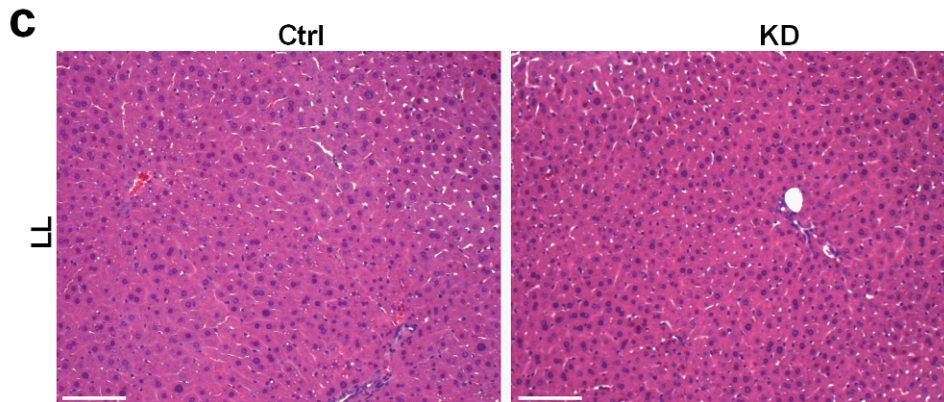

(a) mRNA (left panel) and protein (right panel) expression levels of MICU1, MICU2 and MCU in whole liver from Ctrl and KD mice. Bottom panel shows a representative immunoblot of MICU1, MICU2, MCU and GRB2 (as loading control). Relative mRNA levels are shown using β -Actin as an endogenous control and normalized to the Ctrl liver for each gene (n=8-12). Quantification of protein levels of MICU1, MICU2, MCU normalized to GRB2 in liver lysates from Ctrl and KD mice (n=6-8). **(b)** mRNA (right panel) and protein (left panel) expression levels of MICU1 from Ctrl and KD mice in whole tissue extracts from liver, spleen, lungs, kidney and heart respectively. Bottom panel shows a representative immunoblot of MICU1 and Vinculin (as a loading control) in liver (10 μ g), spleen (50 μ g), lung (50 μ g), heart (50 μ g), kidney (50 μ g) and blood (80 μ g) from Ctrl and KD mice. The relative mRNA levels are reported using β -Actin as an endogenous control and normalized to the Ctrl tissue for each organ (n=5). Quantification of protein levels of MICU1 normalized to Vinculin in respective tissue lysates from Ctrl and KD mice (n=3-5). **(c)** Representative images of H&E stained sections from Ctrl and KD liver. Scale bars: 50 μ m. Values are reported as mean $\pm$ SEM, *p<0.05, **p<0.005, ***p<0.0005 via two-way ANOVA followed by Tukey's multiple comparison test.

Supplementary Figure 4.

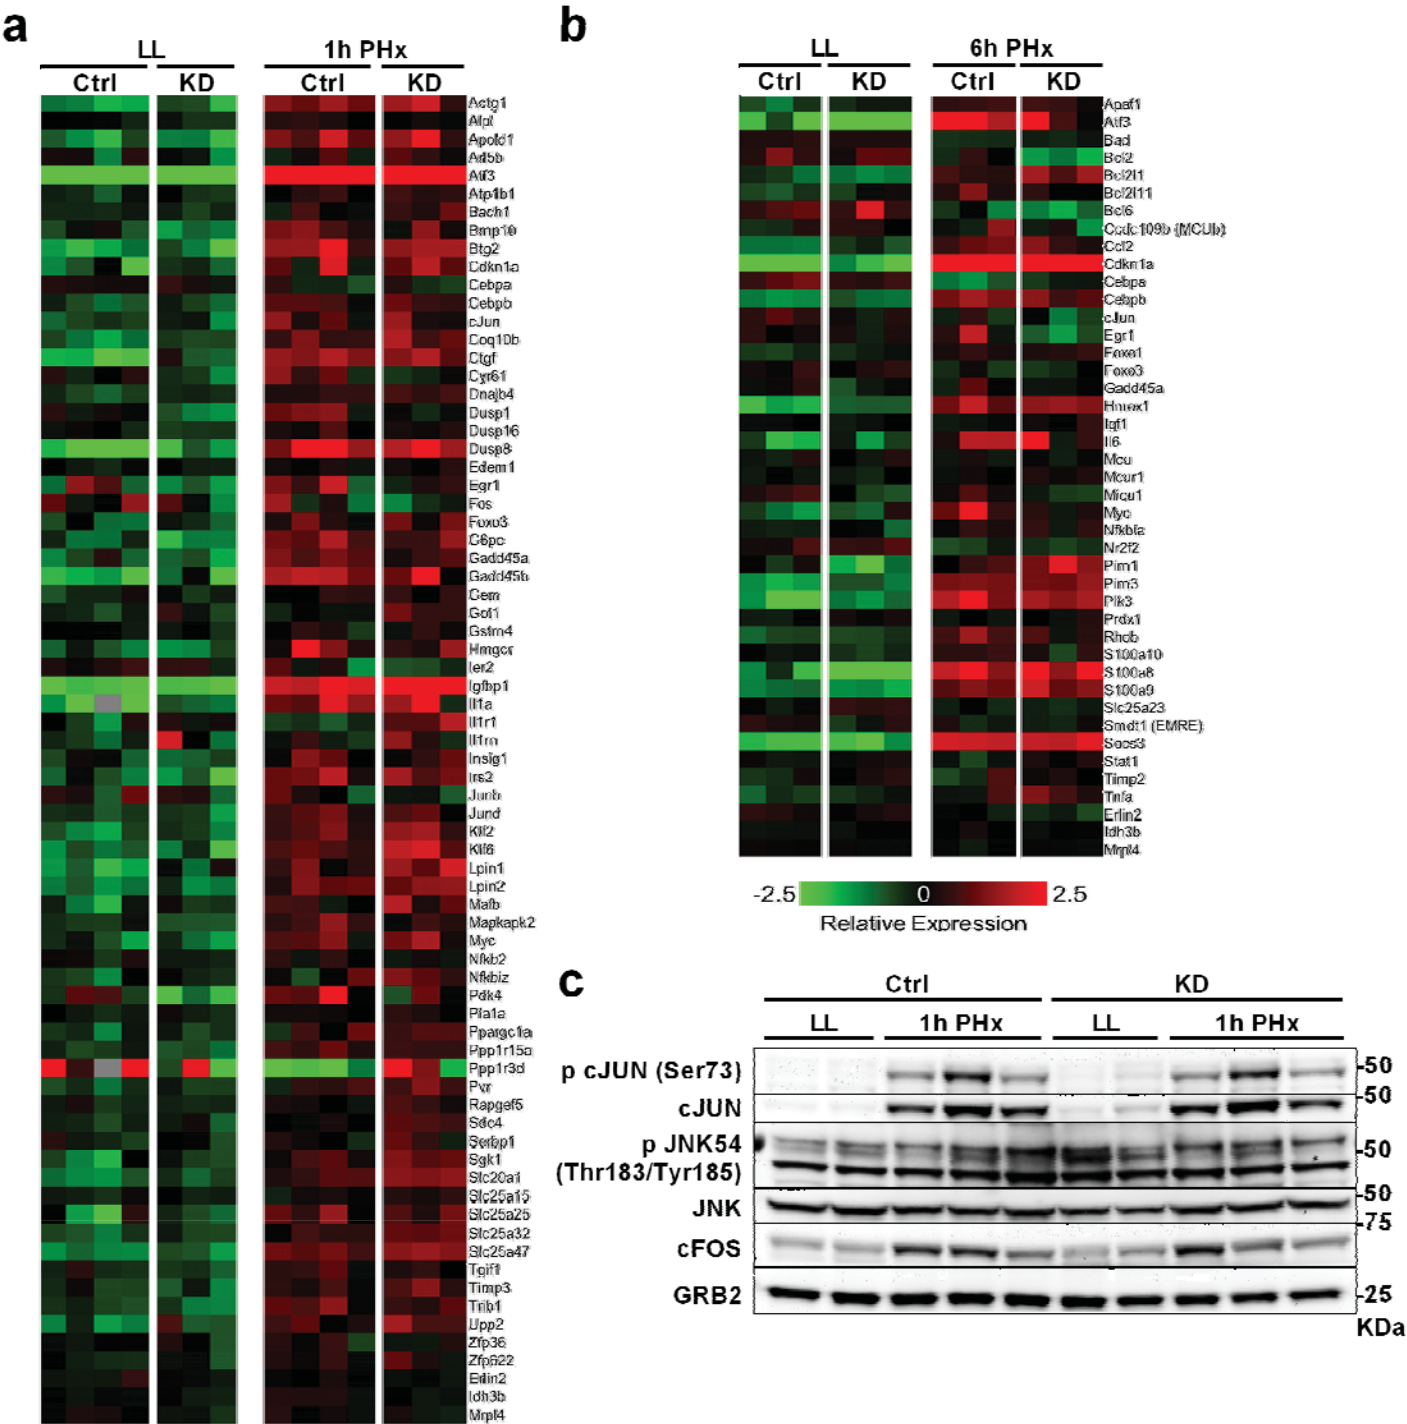

Supplementary Figure 4. (Cont'd)

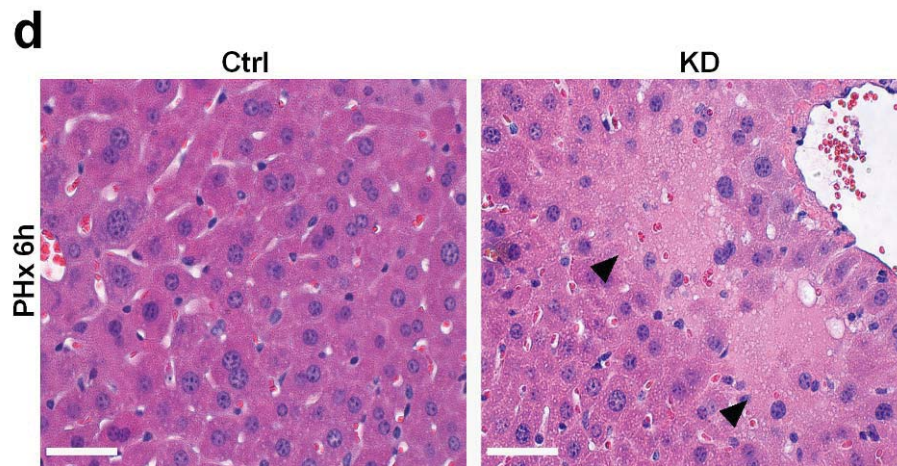

(a, b) Effects of MICU1 KD on the expression levels of select immediate-early signaling and apoptosis-related genes in liver before (LL) and at 1h (a) and 6h (b) after PHx. Expression was measured by high-throughput qPCR in tissue from Ctrl and KD mice and is presented as the mean-centered $-\Delta C_t$. **(c)** Representative immunoblotting of total and phosphorylated levels of cJUN (Ser73) and JNK54 (Thr183/Tyr185) and total level of cFOS in Ctrl and KD liver homogenates before (LL) and after 1h PHx. **(d)** Representative high magnification (63X) images of H&E stained sections from Ctrl and KD liver 6h post-PHx. Magnification displays necrotic area in KD liver 6 hours after PHx. Scale bars: 50 μ m.

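The quantity in these heat maps comes from qPCR, where the cycle threshold Ct is the amplification cycle at which a transcript becomes detectable, so that a more abundant transcript has a lower Ct. The ΔCt of a gene is its Ct less that of the reference genes in the same liver, and the sign is turned so that a higher value stands for more transcript. Centring each gene on its mean shows livers relative to each other and removes differences in level between genes. LL stands for the left lateral lobe, which is taken at surgery and gives the state before regeneration begins. These qPCR measurements are separate from the liver arrays and were not analysed here.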

Supplementary Figure 5.

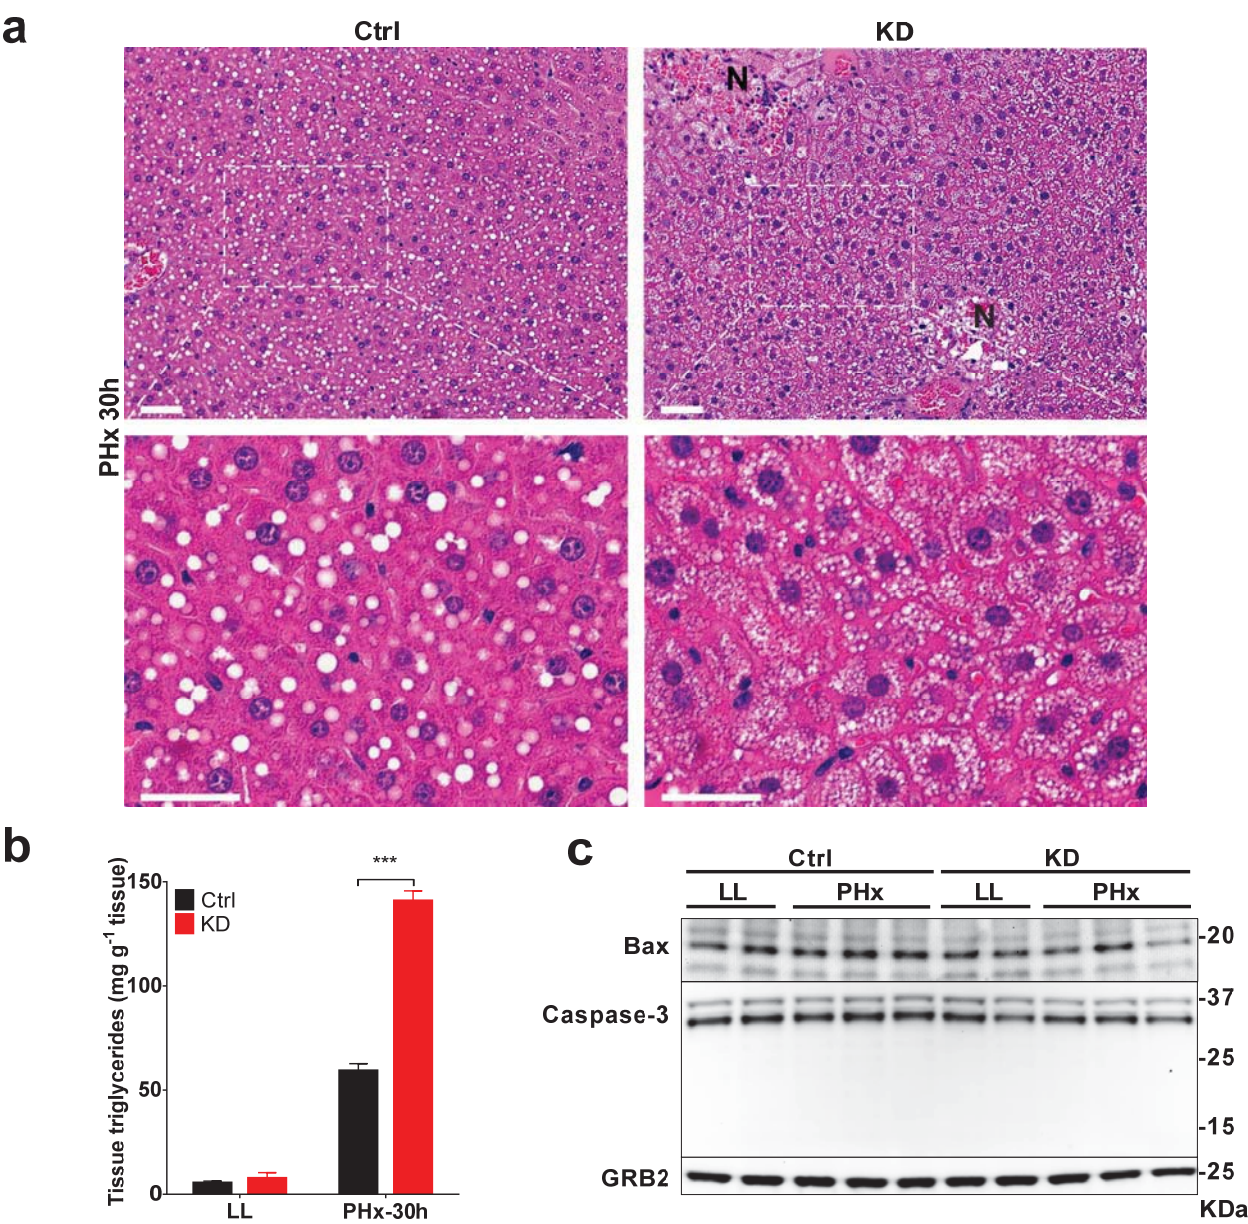

Supplementary Figure 5. (Cont'd)

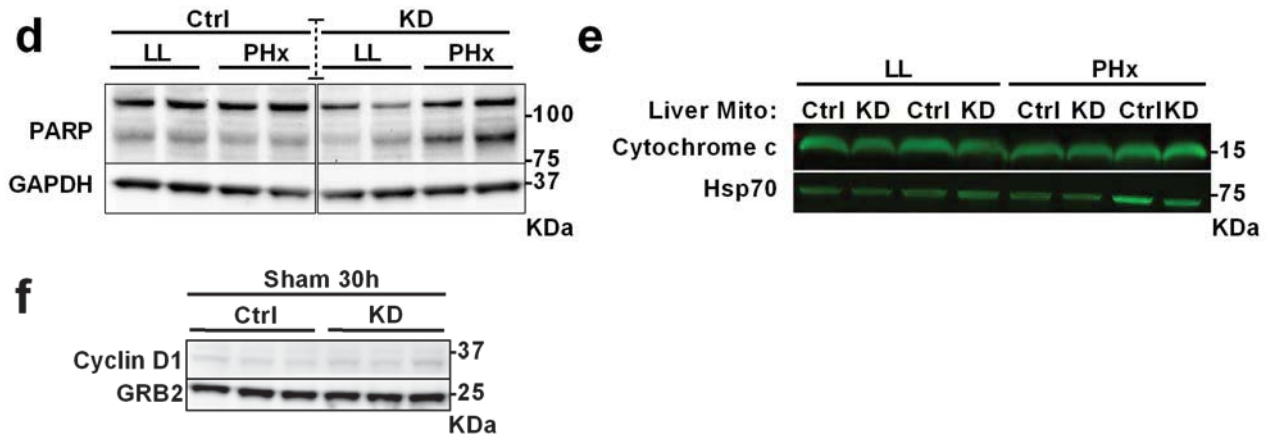

(a) Representative low (20x) and high magnification (63X) images of H&E stained sections from Ctrl and KD liver showing steatosis 30h post-PHx. Scale bars: 50 μ m. **(b).** Tissue level of triglycerides in Ctrl and KD mice after 30h of PHx. (mean $\pm$ SEM, n= 3/group, ***p<0.0005 via two-way ANOVA followed by Tukey's multiple comparison test). **(c)** Representative immunoblotting of Bax, Caspase-3 and GRB2 (as a loading control) in Ctrl and KD liver homogenates before (LL) and after 30h PHx. **(d)** Representative immunoblotting of PARP and GAPDH (as loading control) in ctrl and KD liver homogenates before (LL) and after 30h PHx (images were taken from the same membrane as shown in supplementary figure 7) **(e)** Representative immunoblotting of Cytochrome c and Hsp70 (as loading control) in liver mitochondria isolated from ctrl and KD liver Pre-PHx from the left lateral lobe (LL) and 30h post-PHx from the right lobe. **(f)** Cyclin D1 expression assessed by immunoblotting in Ctrl and KD liver lysates 30h after sham surgery. n=3/group.

Supplementary Figure 6.

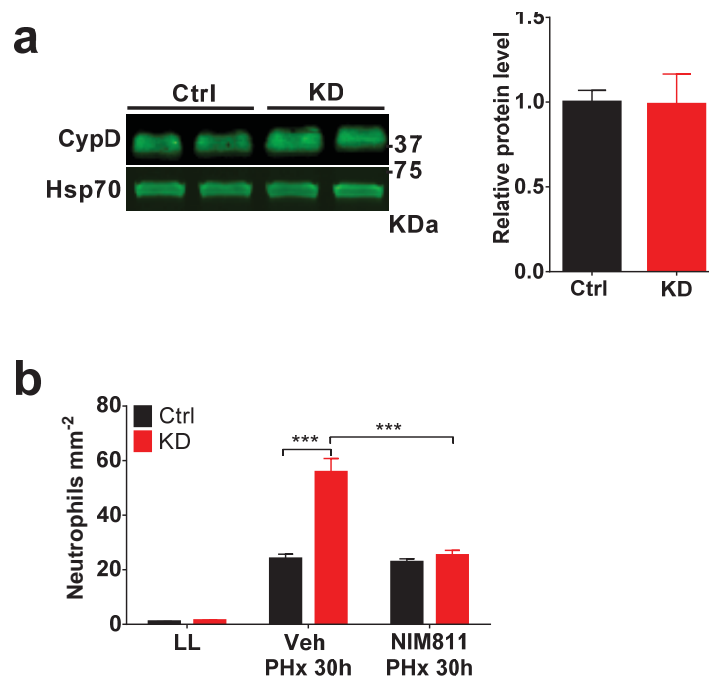

(a) Representative immunoblotting of CypD and Hsp70 (as a loading control) in Ctrl and KD hepatocytes. Relative protein level is displayed in the bar graph. CypD levels were normalized to Hsp70, and then normalized to Ctrl hepatocytes (mean $\pm$ SEM, n=4). **(b).** Neutrophils count using Ly-6g immunostaining in sections of Ctrl and KD liver 30h post-PHx with and without NIM treatment (mean $\pm$ SEM, n=4-5/group, ***p<0.0005, two-way ANOVA followed by Tukey's multiple comparison test.).

Supplementary Figure 7. Uncropped Immunoblot images

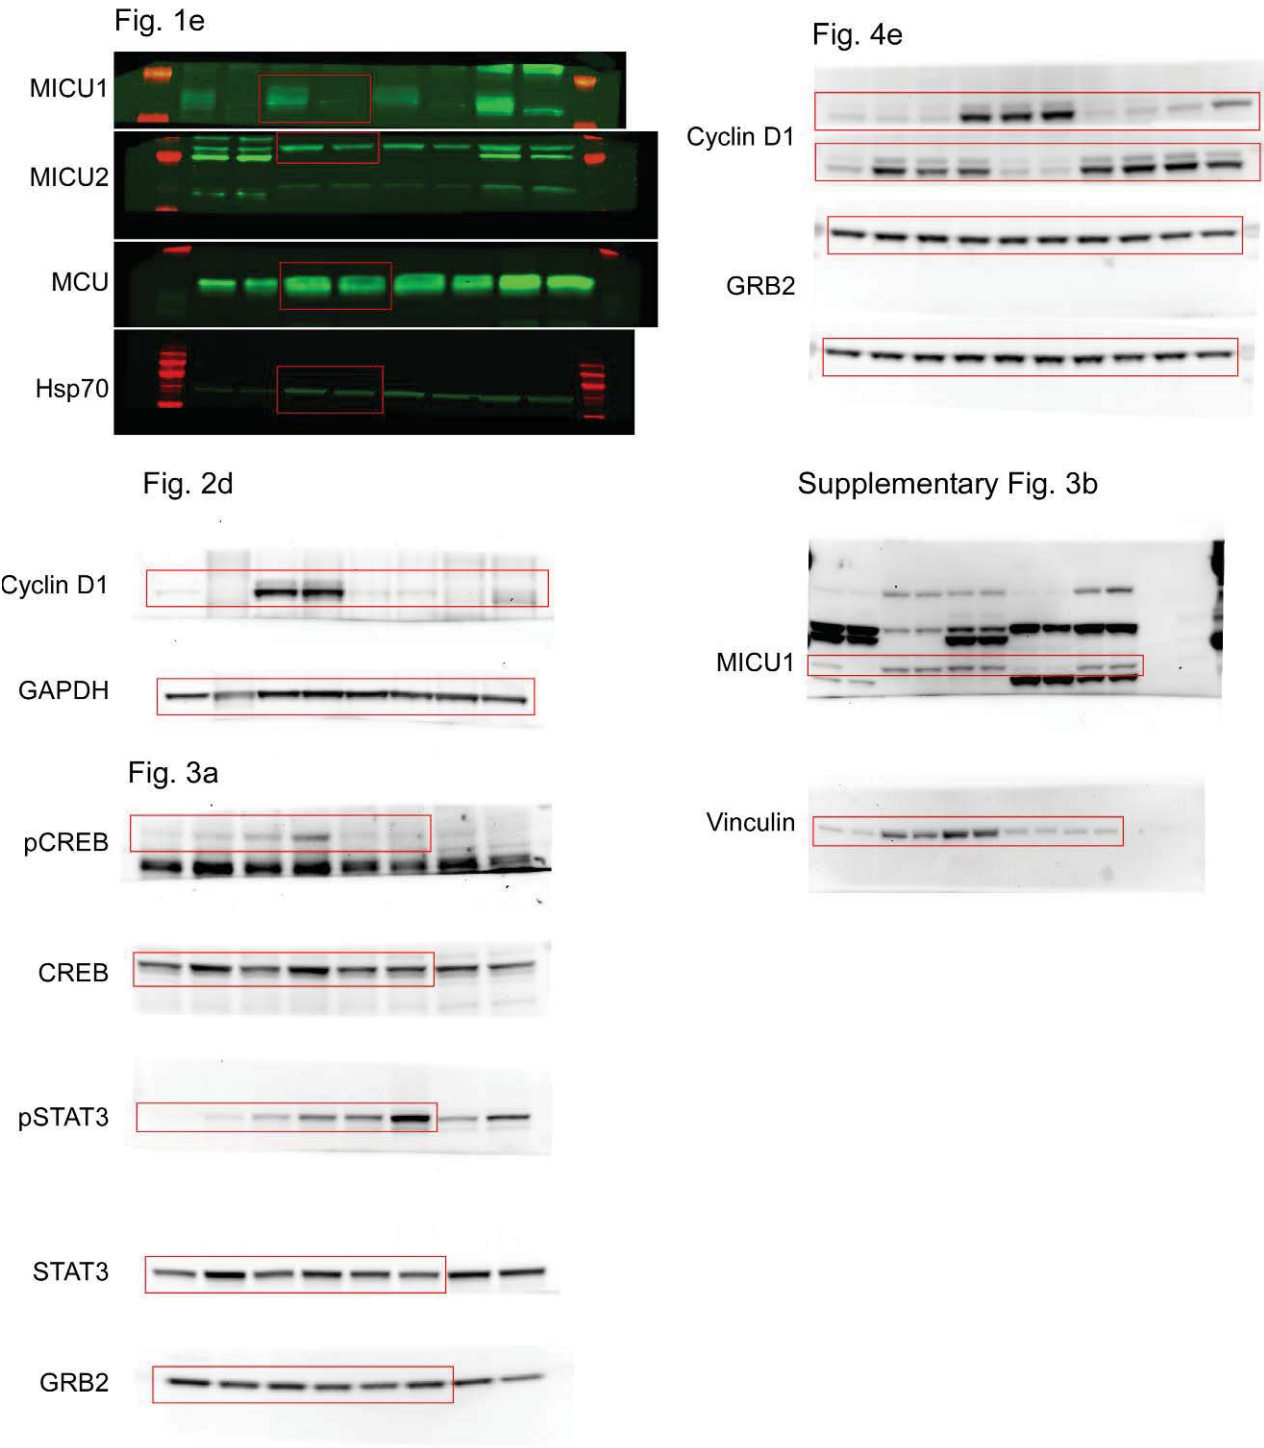

Supplementary Figure 7. Uncropped Immunoblot images (Cont'd)

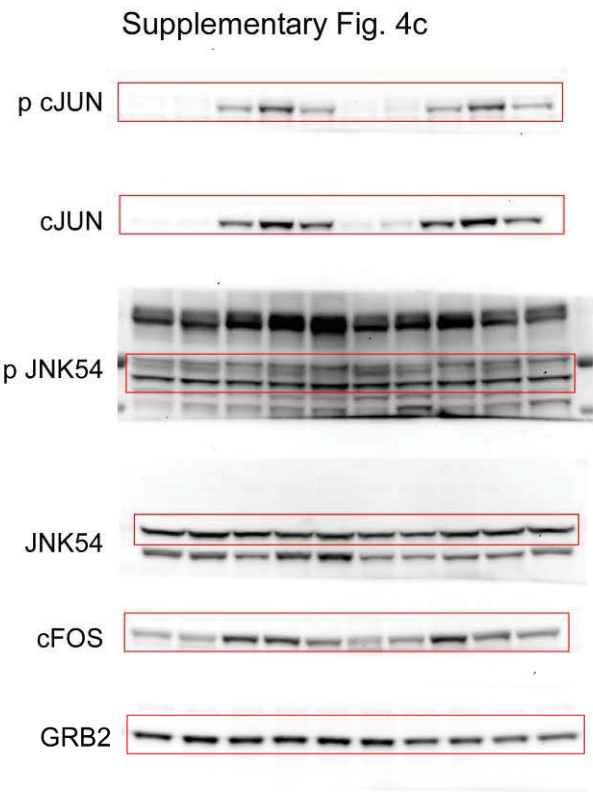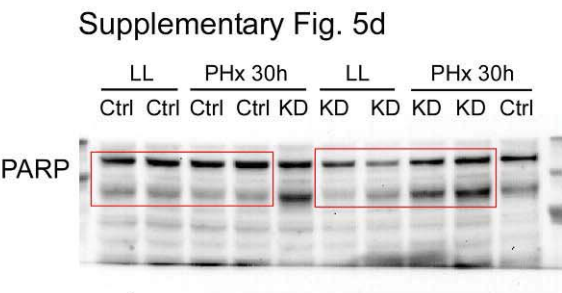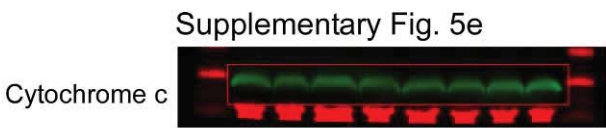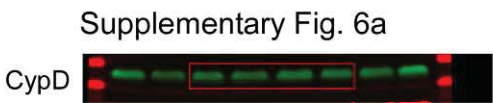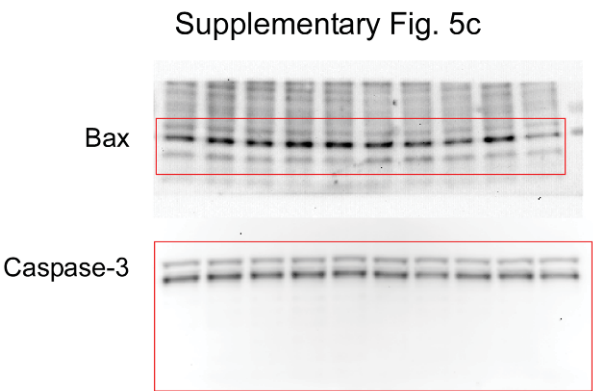

Supplementary Table 1: Body weight, blood glucose and gonadal fat % from fed Ctrl and KD mice

	**Ctrl**	**KD**
**Body weight(g)**	26.2 ± 0.5	27.3 ± 0.5
**Blood glucose (mg/dL)**	159.5 ± 4.7	155.0 ± 11.0
**% Gonadal white adipose tissue**	1.3 ± 0.2	1.4 ± 0.3

How the deposited data were processed for this re-analysis (not part of the article)

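Gene expression was measured in the liver of 4 Ctrl mice and 4 KD mice, which the labels number as separate mice, with 1 Affymetrix Mouse Gene 2.0 ST array per mouse and no pooling. The authors normalized all arrays together by RMA, which corrects background, equalises the distribution of intensities between arrays and summarises the probes of each probe set. The submitters' processing notes name RMA and Affymetrix Expression Console, and their versions are not given in the sources used here. The deposited values are log2 expression values; the base was read from their range, since the paper's text says only that the data were log-transformed. Quantile normalization makes the arrays' distributions alike, so a shift of most transcripts in one direction would not be seen. The table had 0 missing values, and 1395 probe sets had exactly the values of another one. There were no detection calls, so whether a dim gene lies above background is not known, and arrays give no read depth. The number of arrays limits the precision of each value.

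Gene names came from the platform's annotation, in which 23521 probe sets had 1 symbol, 1820 had several and were not named, and 16004 were not listed. For 1082 genes with more than 1 probe set the one with the highest mean was used. Of 22180 genes, 21994 had their gene number in the RefSeq table of the assembly GRCm38.p6, with no symbol that differed. That table served only for names, and no coordinates are given because the arrays' build is not given in the sources used here. Micu1 and 4 other genes (Nfkb1, Bax, Casp3 and Ppia) of 32 taken from the paper were not analysed here, and the group labels were not checked against the targeted gene.

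The comparison used limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend or robust options) on the log2 values, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were 39 sets of liver pathways and cell type markers, of which 38 with at least 5 measured genes were tested by camera. Of 931 listed genes, repeats included, 820 were matched to a probe set with exactly 1 gene symbol, and none of the mitochondrially encoded genes was. This does not show that the array lacks the others, since probe sets with several symbols or unnamed here were not used. The median and the mean of a list differ in sign for fatty acid and triglyceride synthesis and male-biased and female-biased liver genes, besides the 4 lists given with both values, and for periportal hepatocyte markers both are positive while camera's direction is lower. Adjusted p-values of fry are those of its directional test, which asks whether a list's genes move one way on balance and does not compare them with other genes. Single values were compared by a two-sided exact permutation test over 70 assignments. Adjusting the exact p of list means over the lists was added after the values were seen. The scripts were tested on simulated arrays with the means and spreads of the 22180 genes and 200 changed genes. Changes of 0.5, 1, 2 and 3 on the log2 scale were called for 41.6%, 82.8%, 100% and 99.2% of the genes given each, with 7.80 false calls per run on average and none where no gene was changed.

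Before the data were examined, the named genes were set. They were first 32 genes taken from the paper, without its loading controls Hsp70 and Vinculin. To these came the 10 genes in each direction with the largest change among those past the threshold with groups that do not overlap. These 10 were filled with the smallest unadjusted p where fewer pass, skipping predicted genes and small RNAs. Of each list came the 4 members with the smallest p in the direction of a call, or at most 2 where there was no call. Genes with a 2-fold mean difference and members past the test over a list alone are named besides, chosen after their values were seen. In filling the 10, 5 predicted genes or small RNAs were skipped among the higher and 1 among the lower. The alternatives fixed at the same time were subtraction of each array's median, quantile normalization of the genes tested, 2 filters on dim genes, every probe set of the table, the mean of a gene's probe sets, eBayes with trend and robust options, array weights, the methods' t-test, the replicate number as a block, each array left out in turn, and for lists an estimated correlation and fry. In the setting with trend and robust options, lists were tested by camera with the trend option alone. The qPCR, immunoblot and imaging experiments of the paper were not analysed here.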

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

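The tests of explanations in this part were chosen after the results were seen. For the gene lists weighed here, splits of the arrays were first counted by the list's own camera p, which was as small in 1 of 35 splits, the real one included, for immediate-early genes and in 3 of 35 for macrophage markers. Because both lists were picked out of 38 by their values, the count was changed after this was seen to splits in which any list has a p as small, again with the real one included, and the statements on chance below rest on that count.

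Over the whole table, 4 probe sets were higher in KD at an adjusted p under 0.05 from limma and none was lower (1051 higher and 1028 lower at an unadjusted p under 0.05), with no gene symbol given for any of the 4. Their log2 differences were 3.45 to 4.03 (adjusted p = 1.61e-04 to 0.00303), with every KD array above every Ctrl array in each (exact permutation p = 0.0286, two-sided, the smallest possible). The real split called 4 and the highest other split 1 (1 of 35 splits as large, the real one). That is the smallest share 35 splits allow, and the test was chosen afterwards, so this count alone cannot exclude chance. The differences were near equal in pairs (4.03 and 4.02, 3.46 and 3.45), so the 4 need not be separate events. All 4 passed without any 1 array, and with each array's own median subtracted the smallest difference was 3.43, which argues against a level shift of whole arrays. A hypothesis is RNA made from the Cre vector, as Affymetrix arrays carry control probe sets for the bacteriophage gene cre: it and a response to MICU1 loss cannot be told apart, since every KD mouse received Cre and the sources used here give no target for these probe sets (0 of 4 carry a gene symbol).

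Immediate-early and priming genes were lower in KD by camera at the preset correlation, with medians of −0.18 to −0.11 when 1 array is left out, and the call is lost with an estimated correlation (adjusted p = 0.109) and by fry (adjusted p = 0.0794). The estimated correlation was 0.0035, below the preset 0.01, so members moving together do not account for the loss under it. At the preset correlation a single array is argued against, since the highest adjusted p without one was 0.0107. Chance cannot be excluded: some list had a camera p as small as 8.47e-06 in 8 of 35 splits, and the smallest in another split was 7.41e-09. Handling before the liver was frozen may also move such genes, which no label bears on and which was not tested. The paper describes immediate freeze clamping of the left lateral lobe at surgery, and does not say whether the array livers were treated so. A response to MICU1 loss or to Cre stays open.

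Macrophage and Kupffer cell markers were higher in KD by the same test, and the members moved together between mice (estimated correlation 0.38), with which the call is lost (adjusted p = 0.597), as it is by fry (adjusted p = 0.432). Ctrl replicate 1 had a mean of −0.48 relative to all arrays, against −0.055 to 0.040 in the other Ctrl arrays; without it the median fell from 0.26 to 0.15 and the adjusted p was 0.0338, the highest without any 1 array, so at the preset correlation it does not make the call alone. Chance cannot be excluded, as some list had a camera p as small as 1.09e-06 in 5 of 35 splits, and the smallest in another split was 7.41e-09. A lower share of hepatocytes and more macrophage RNA cannot be told apart: the markers' mean less that of the other non-parenchymal lists was higher in KD by 0.21 (exact permutation p = 0.114, two-sided). A response to MICU1 loss or to Cre stays open and was not tested.

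In 10 of 328 groups of 4 arrays, 1 array stood far from the other 3, where chance gives about 16.4 (1 in 20 groups). The gap as a share of the group's range was 0.837 for Tsc22d1 (Ctrl 3 at 5.43, nearest 5.63), 0.855 for Sdr9c7 (KD 3 at 6.01, nearest 6.25), 0.951 for Twnk (KD 3 at 6.03, nearest 5.84), 0.917 for Per1 (KD 3 at 5.51, nearest 4.60), 0.853 for Eda2r (Ctrl 3 at 1.96, nearest 2.36), 0.861 for Gldc (KD 3 at 8.37, nearest 8.21), 0.929 for Tbx3 (KD 4 at 6.24, nearest 6.69). Among list means, it was 0.873 for T, NK and B cell markers (KD 3 at −0.13, nearest 0.014), 0.856 for erythroid and blood markers (Ctrl 1 at −0.059, nearest 0.057), 0.924 for adipocyte and pancreas markers (Ctrl 2 at 0.21, nearest −0.035).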

How the results depend on the processing

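No gene passed the threshold in either direction under any alternative that tested genes, except for every probe set of the table, with 4 higher, and the methods' t-test at an unadjusted p under 0.05, with 510 higher and 619 lower; after Benjamini-Hochberg adjustment that test called 0 (Mann–Whitney and ANOVA were not run). Over genes with a symbol, limma gave 686 to 1252 genes at an unadjusted p under 0.05 across these settings. The 686 are of the 11090 genes at or above the median level, and the main setting gave 1179 of 22180. Testing every probe set also raised the count of 2-fold mean differences from 9 to 113 and that of intervals excluding 2-fold to 37945, and the filter at the median level lowered the latter to 11003, since more or fewer probe sets are tested. Gene list calls, 2 higher and 3 lower in the main setting, depended on the setting. They went to 0 and 0 with an estimated correlation and to 0 and 0 by fry. After quantile normalization 1 list was lower and 2 were higher, with oxidative stress in place of cell cycle. With camera's trend option 7 were lower and 3 higher, and with the replicate block 4 were higher. The cause was not tested. Leaving out 1 array gave 1 to 3 lists higher, 1 to 4 lower, 7 to 13 genes with a 2-fold difference, −0.22 to −0.11 for Mcu, and −0.055 to 0.17 for Micu2, which turned negative without Ctrl replicate 3 (−0.055), KD replicate 2 (−0.012) or KD replicate 3 (−0.031); the cause was not tested. Replicate numbers showed no clear pairing of the mice: same-numbered deviations correlated at −0.0056 to 0.095 across genes, and 2 of 8 arrays correlated best with their own number. This check cannot exclude pairing. With the number as a block 0 genes passed in either direction and 4 lists were higher and 3 lower. The paper's controls were littermates, and the sample labels used here do not give the litter of a mouse. Micu1 was not analysed under any of the alternatives planned for it. Of the results for single named genes under the alternatives, 2189 kept direction and side of the threshold, 39 changed sign without passing in either setting, and 51 passed, all of them by the methods' t-test without adjustment; 60 of 124 named genes moved by over 1.5 times or changed sign without some array. For single lists the numbers were 582, 58 and 14, and in 25 more a call of 1 of the 5 called lists was lost. In 34 other splits of the arrays, 1 had at least the real 9 genes with a 2-fold difference (highest 11) and 7 called at least the real 5 lists (highest 8, median 3), so that chance cannot be excluded for these counts (2 and 8 of 35 splits with the real one); both tests were chosen after the results were seen. For genes past the threshold the same count says nothing, since each of the 35 splits calls at least the real 0 (highest other 1). No array signal over background is given, which limits what can be said of dim genes.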

Differences from the paper's values

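The paper states that MICU2 was slightly lower in whole KD liver, without saying in that sentence whether mRNA or protein is meant. On the arrays the ratio of KD to Ctrl was 1.02 (95% interval 0.793 to 1.32), against about 0.72 for mRNA in Supplementary Fig. 3a, read by eye. The paper's value comes from qPCR relative to β-actin, with a larger n than the arrays in the legend, and its text does not say whether the array mice are among them. The mean was lower in KD only without Ctrl replicate 3, KD replicate 2 or KD replicate 3, and no setting called the difference. For Mcu, which the paper describes as unchanged, the ratio was 0.903 and did not pass.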

Other observations

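All 9 genes with a 2-fold mean difference had a larger SD in KD than in Ctrl mice, and those higher in KD are given here as values, chosen by size after the data were seen. Mt2 lay at 5.98 to 6.80 in Ctrl and at 7.66, 6.91, 10.23 and 8.49 in KD replicates 1 to 4. Another metallothionein gene, Mt1, had a log2 difference of 1.07 with KD replicate 3 highest as well (9.30). KD replicate 3 was also the highest array for Abcd2, a peroxisomal transporter of very long-chain fatty acids (6.22), for Esm1, an endothelial proteoglycan (6.24), and for Tff3, a trefoil peptide (8.71), whereas Saa2, an acute phase gene, was highest in KD replicate 2 (10.29). Mfsd2a had a log2 difference of 1.06 and the microRNA gene Mir3473b one of 1.07. None of these genes passed limma's test (adjusted p 0.911 to 0.941).

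Over the whole table, none of the probe sets was lower in KD at an adjusted p under 0.05 from limma, 1028 were lower at an unadjusted p under 0.05, and the smallest adjusted p among lower probe sets was 0.794. The mean was at least 2-fold lower for 52 of them, and the lowest log2 difference was −1.72. Without KD replicate 2, 1 probe set passed as lower.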
